# Gab2 deficiency prevents Flt3-ITD driven acute myeloid leukemia in vivo

**DOI:** 10.1038/s41375-021-01490-0

**Published:** 2021-12-13

**Authors:** Corinna Spohr, Teresa Poggio, Geoffroy Andrieux, Katharina Schönberger, Nina Cabezas-Wallscheid, Melanie Boerries, Sebastian Halbach, Anna L. Illert, Tilman Brummer

**Keywords:** Acute myeloid leukaemia, Oncogenes, Cell signalling, Oncogenesis

## Abstract

Internal tandem duplications (ITD) of the FMS-like tyrosine kinase 3 (FLT3) predict poor prognosis in acute myeloid leukemia (AML) and often co-exist with inactivating *DNMT3A* mutations. In vitro studies implicated Grb2-associated binder 2 (GAB2) as FLT3-ITD effector. Utilizing a *Flt3-ITD* knock-in, *Dnmt3a* haploinsufficient mouse model, we demonstrate that *Gab2* is essential for the development of Flt3-ITD driven AML in vivo, as *Gab2* deficient mice displayed prolonged survival, presented with attenuated liver and spleen pathology and reduced blast counts. Furthermore, leukemic bone marrow from *Gab2* deficient mice exhibited reduced colony-forming unit capacity and increased FLT3 inhibitor sensitivity. Using transcriptomics, we identify the genes encoding for Axl and the Ret co-receptor Gfra2 as targets of the Flt3-ITD/Gab2/Stat5 axis. We propose a pathomechanism in which Gab2 increases signaling of these receptors by inducing their expression and by serving as downstream effector. Thereby, Gab2 promotes AML aggressiveness and drug resistance as it incorporates these receptor tyrosine kinases into the Flt3-ITD signaling network. Consequently, our data identify GAB2 as a promising biomarker and therapeutic target in human AML.

## Introduction

Approximately 25% of all AML carry an internal tandem duplication (ITD) in the juxtamembrane domain of the receptor tyrosine kinase (RTK) FLT3, leading to constitutive PI3K/AKT, ERK and STAT5 signaling [1–3]. Given the high frequency and prognostic impact of this mutation, several tyrosine kinase inhibitors (TKIs) targeting FLT3-ITD are now in clinical use, however, relapse due to drug resistance remains a significant problem.

The docking protein GAB2 amplifies signals downstream of cytokine and growth factor receptors, including FLT3-ITD [4]. GAB2 is recruited to activated receptors via the adaptor GRB2 and is subsequently phosphorylated at multiple tyrosine residues [5]. These modifications serve as binding sites for the tyrosine phosphatase SHP2 and the p85 subunit of PI3K, resulting in the activation of ERK and AKT/mTOR axes, respectively [5–7]. Moreover, GAB2 is implicated in STAT5 signaling [5, 8], although the exact molecular mechanisms remain unclear. Given its contribution to three oncogenic pathways, it is anticipated that GAB2 emerges as an important player in solid tumors and leukemia [9]. For example, Gab2 is an essential effector of Bcr-Abl in chronic myeloid leukemia (CML) [10–12]. The co-amplification of *GAB2* in 70% of AML/myelodysplastic syndrome patients with *MLL* amplification provided the first hint for a role of GAB2 in AML [13]. Further evidence arose from in vitro experiments in FLT3-ITD mutant human AML cell lines in which GAB2 knockdown decreased proliferation and viability [4], while increasing quizartinib sensitivity [14]. Moreover, Gab2 is required for transformation of primary murine bone marrow (BM) cells by retroviral FLT3-ITD constructs and is highly expressed in blasts of *FLT3*- and *NPM*1-mutant AML patients [14].

These findings suggest a crucial role of GAB2 in AML signaling pathways, especially as it amplifies signals from the FLT3-ITD oncoprotein and might thus contribute to the poor prognosis of this patient group and TKI resistance. However, all functional studies so far either used AML cell lines established decades ago or overexpressed FLT3-ITD in murine BM ectopically. Although the latter approach delivered novel insights, retroviral FLT3-ITD overexpression also induces transformed phenotypes distinct from AML [15]. Therefore, we studied the relevance of Gab2 in a complex in vivo setting using an autochthonous genetically engineered mouse model (GEMM) in which AML spontaneously arose by the alteration of endogenous gene loci. We demonstrate that Gab2 determines the course of AML in this GEMM as its deficiency significantly prolonged overall survival and reversed several disease symptoms. Mechanistically, we propose a novel model in which Gab2 promotes disease aggressiveness by upregulating the RTK Axl and GDNF family receptor α (Gfra2) via Stat5 signaling.

## Material and methods

### Mice

Mice (C57Bl/6 N background) were kept under specific pathogen-free conditions receiving standard diet and water *ad libitum*. Experiments were carried out in accordance with the German law for animal protection and approved by the government commission for animal protection and the local ethics committee (G-17/56; G-20/130). For genotyping primers see Supplementary methods.

### BM transplantation

Freshly isolated BM was transplanted into 8-week old male C57/Bl6N mice. Recipients underwent myeloablative body irradiation (2 × 5 Gy, 4 h apart) followed by intravenous injection of 5 × 10^6^ BM cells.

### PB analysis

PB was evaluated using a scil Vet ABC Plus+ hematology analyzer. Blood smears were examined with Pappenheim stain according to standard protocols. Results were assessed by an investigator blinded to the experimental groups.

### Histology

Paraffin-embedded sections were H&E stained according to standard protocols and imaged using a BZ9000 (Keyence) with ×20 and ×40 objectives. Images were processed and level corrected using BZ-II Analyzer software (Keyence).

### Flow cytometry

For immunophenotyping, freshly isolated cells from murine BM, spleens and PB were erythrocyte lysed, stained and analyzed using a BD LSR Fortessa. Propidium iodide (Invitrogen) was used for dead cell exclusion. For cell cycle staining, frozen BM was thawed and stained with surface antibodies. Next, cells were fixed, permeabilized and stained with an anti-Ki-67 antibody and DAPI (BioLegend). Analysis was performed using a BD LSR II Flow Cytometer. All antibodies are listed in Supplementary Methods.

### CFU assays

Frozen BM was thawed one day prior to the experiment. Then, 2.5 × 10^4^ cells per duplicate assay were plated in MethoCult GF M3434 (Stemcell Technologies). Colonies were counted after 10 days. Quizartinib (Selleckchem) was dissolved in DMSO.

### Cell culture

HL-60, KG-1a, MOLM-13, MV4–11 and THP-1 cells were a kind gift of Justus Duyster (Freiburg, Germany) and authenticated at Multiplexion (Heidelberg, Germany). Kasumi-1 cells were purchased from the German Collection of Microorganisms and Cell Cultures (DSMZ). For culture conditions see Supplementary Methods.

### Western Blotting

Western Blotting was performed as described previously [16]. Antibodies are listed in Supplementary Methods.

### RT-qPCR

Transcripts were amplified using SYBR™ Select Master Mix for CFX (Applied Biosystems) and quantified with the delta-delta Ct method normalizing to *Oaz1* expression. For primers see Supplementary Methods.

### RNA-seq

RNA was extracted from freshly isolated BM and sequenced on an Illumina HiSeq4000. Data curation was performed as described in Supplementary Methods. Results are available in the Gene Expression Omnibus (GEO) database under the accession number GSE182624 (token: mjutoqsqvhkjlsd).

### Data analysis and statistics

Statistical analysis was performed using GraphPad Prism 9. If not stated otherwise, results were compared using an unpaired t test (two-tailed). In case of three or more groups to be analyzed, a one-way ANOVA was performed. Survival curves were compared by Mantel-Cox (log-rank) test. Data are presented as mean ± SD and *p* values < 0.05 were considered statistically significant. Additional information, i.e., on tests used to correct for multiple comparisons, can be found in the Figure legends.

## Results

### Hematological analysis of Flt3-ITD/Dnmt3a double mutant mice demonstrates a profound effect of Gab2 dosage

Mice harboring a *Flt3-ITD* knock-in allele only develop a mixture of myeloid and lymphoid neoplasms that do not progress into leukemia [17]. *DNA methyltransferase 3a* (*Dnmt3a*) haploinsufficiency, however, transforms Flt3-ITD mutant murine myeloproliferative neoplasms (MPNs) into AML [18–20]. Consequently, we crossed *Flt3-ITD* knock-in mice [17] with animals harboring floxed *Dnmt3a* (*Dnmt3a*^f/f^) alleles [21] and transgenic Mx-Cre mice [22] to obtain *Dnmt3a*^*f/+*^*/Flt3*^*ITD/ITD*^ as well as *Dnmt3a*^*f/+*^*/Flt3*^*ITD/ITD*^/Mx-Cre mice (Fig. 1A; crossing scheme in Supplementary Fig. 1A). The latter lose their floxed *Dnmt3a* allele upon polyinosinic-polycytidylic acid (pIpC) induced Cre expression generating *Flt3*^*ITD/ITD*^*/Dnmt3a*^*−/+*^ animals, which will from hereon be referred to as AML mice, while *Dnmt3a*^*f/+*^*/Flt3*^*ITD/ITD*^ mice that do not express Cre and therefore retain their floxed *Dnmt3a* allele will be designated as MPN mice. All animals were interbred with *Gab2* knockout mice [23] to create MPN as well as AML mice with a *Gab2*-proficient (WT), -haploinsufficient (HET) and -deficient (KO) background, respectively. This allowed for a gene dosage-dependent analysis as Gab2 HET BM expresses ~50% of Gab2 protein compared to their WT littermates [11]. Since we observed spontaneous Cre expression as indicated by recombined *Dnmt3a* alleles in all AML mice regardless of their *Gab2* genotype and without previous pIpC injections (Fig. 1B), we analyzed our mice without pIpC treatment.

**Fig. 1:**
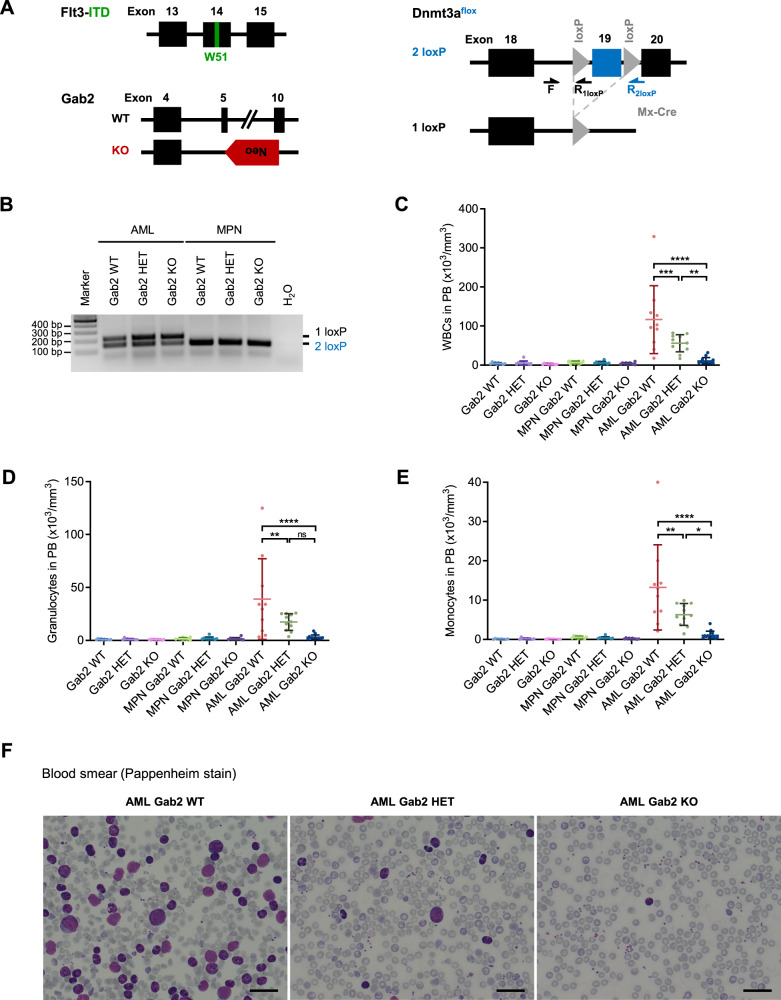
*Gab2* deficiency rescues the increased PB cell counts in a murine model of AML. **A** Schematic of the different alleles of the AML mouse model. Shown is the constitutive *Flt3-ITD* knock-in allele containing the W51 mutation in exon 14 and a *Gab2* WT as well as a KO allele with the neomycin (Neo) cassette replacing exon 5–10. In the conditional *Dnmt3a* knockout, exon 19 is flanked by two loxP sites and is deleted upon expression of Mx-Cre recombinase. Arrows indicate the binding sites for primers (F, R_1loxP_, R_2loxP_) utilized in the Dnmt3a flox PCR shown in (**B**). **B** Dnmt3a flox PCR of DNA isolated from the BM of AML and MPN mice with the indicated *Gab2* genotypes confirming the successful recombination of the *Dnmt3a* allele in AML but not in MPN mice. **C**–**E** Cell counts in the PB of mice with the indicated genotypes. Blood samples of at least 10 mice per group were evaluated. (**C**) WBC, (**D**) granulocyte, and (**E**) monocyte counts are shown. Individual values for every analyzed mouse ± SD are depicted. Statistics were calculated using one-way ANOVA with Tukey’s multiple comparison test; ns not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Only selected significances are shown, a full list of all *P* values can be found in Supplementary Table 1. **F** Representative Pappenheim-stained blood smears of mice with the denoted genotypes. Scale bar: 100 µm. **B**–**F** All mice were aged between 21 and 30 days.

First, we examined the peripheral blood (PB) in control (*Flt3*^*+/+*^*/Dnmt3a*^*+/+*^), MPN and AML mice in relation to their *Gab2* genotype. White blood cell (WBC) counts (Fig. 1C–E) were significantly increased in AML Gab2 WT (AML WT) compared to control mice regardless of their *Gab2* genotype. Strikingly, the WBC counts of *Gab2*-deficient AML (AML KO) mice were reduced and comparable to those of controls with an insignificant differential between both groups. Commensurate with their haploinsufficient genotype, AML Gab2 HET (AML HET) mice showed an intermediate phenotype with significantly higher WBCs than AML KO, but significantly lower counts than AML WT mice. These results were confirmed upon AML BM transplantation (Supplementary Fig. 1B–D). Since the analyzed mice were only 21 to 30 days old, we did not observe a blood phenotype in the MPN groups.

Importantly, AML WT mice developed anemia, a common AML symptom, while RBC counts in AML KO mice did not significantly differ from controls (Supplementary Fig. 1E). Blood smear analysis confirmed the profound differences between the *Gab2* genotypes (Fig. 1F). AML WT mice had more than 60% neoplastic cells that were either blasts or had a more differentiated myelodysplastic morphology, indicating an acute myelomonocytic leukemia. In contrast, blasts were hardly detectable in AML KO mice, while AML HET mice presented again an intermediate phenotype with few blasts in the PB. Furthermore, thrombocytes were reduced in AML WT compared to AML KO mice, which is reminiscent of thrombocytopenia in human AML.

### Gab2 deficiency protects against hepatosplenomegaly

Furthermore, we analyzed the impact of the *Gab2* genotype on BM histology (Supplementary Fig. 2A) and leukemic infiltrates as we observed markedly enlarged spleens in AML WT mice compared to controls (Fig. 2A, B, Supplementary Fig. 2B). However, spleen weight was highly significantly decreased upon Gab2 KO in AML mice and again, as observed for the blood parameters, Gab2 HET AML mice displayed an intermediate phenotype. Concerning spleen pathology, the *Gab2* genotype already had an effect in MPN mice, as the spleen weights of *Gab2*-deficient mice were significantly decreased compared to Gab2 WT mice. These results were histologically confirmed as the physiological spleen compartmentalization with clearly demarcated areas of red and white pulp observed in controls was partly disturbed in MPN and completely lost in AML WT mice (Fig. 2C, Supplementary Fig. 2A). These changes were again markedly reduced in AML KO mice. Furthermore, the effect of the *Gab2* genotype on spleen weight was recapitulated upon AML BM transplantation (Supplementary Fig. 2C).

**Fig. 2:**
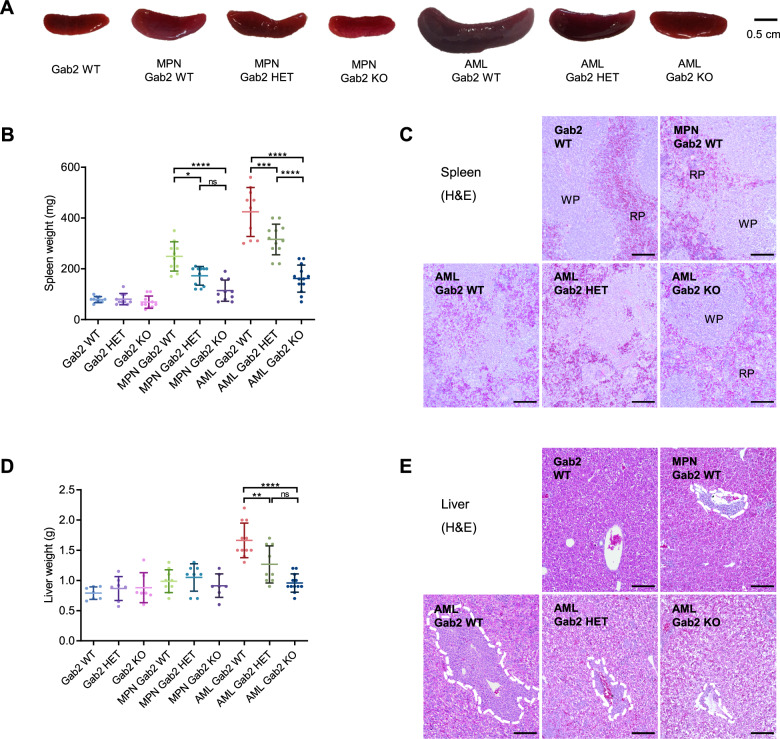
Gab2 KO protects from disease-associated changes in spleen and liver weight as well as histology in AML mice. **A** Exemplary spleen images of mice with the indicated genotypes. Effect of the *Gab2* genotype on (**B**) spleen and (**D**) liver weight of control, MPN and AML mice. Graphs show individual values for all the analyzed mice with mean ± SD. Data were analyzed using one-way ANOVA with Tukey’s multiple comparison test; ns not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Only selected significances are indicated, a full list of all *P* values can be found in Supplementary Table 1. Representative hematoxylin and eosin (H&E) stains of (**C**) spleen and (**E**) liver sections from mice with the specified genotypes. Scale bars: 400 µm; RP = red pulp, WP = white pulp. In (**E**), perivascularily invading cells were marked with a dashed line. **A**–**E** All analyzed mice were between 21 and 30 days old.

Similarly, the increased liver weight of AML WT mice was significantly reduced in AML HET and especially in AML KO mice, in which liver weights were comparable to controls (Fig. 2D). Histological examination revealed a decreased invasion of myelomonocytic cells into perivascular and sinusoidal regions in AML HET compared to AML WT mice, which was nearly absent in AML KO mice (Fig. 2E, Supplementary Fig. 2A).

### Gab2 impacts hematopoietic stem and progenitor cell (HSPC) populations in AML mice

Next, we characterized cell populations in the PB, BM and spleen of AML mice by immunophenotyping. In the BM, Lin^−^;Sca-1^+^;c-Kit^+^ (LSK) and Lin^−^;Sca-1^−^;c-Kit^+^ (LK) cells were increased in AML WT mice compared to healthy controls, irrespective of their *Gab2* genotype (Fig. 3A, Supplementary Fig. 3A, B). Within the LK population, an increased proportion of granulocyte-monocyte progenitor (GMP) cells was accompanied by a decrease in megakaryocyte-erythroid progenitor (MEP) cells (Fig. 3A, Supplementary Fig. 3C) comparing AML WT to control mice, thereby further confirming the myelomonocytic leukemia diagnosis. In healthy controls, the *Gab2* genotype did not affect the proportion of any of these populations (Fig. 3A), which ties in with a previous study [24]. In AML mice, however, Gab2 had profound effects on progenitor populations. Here, *Gab2* deficiency decreased the elevated proportions of GMP cells, while increasing the MEP population, thereby resembling a situation more similar to healthy controls.

**Fig. 3:**
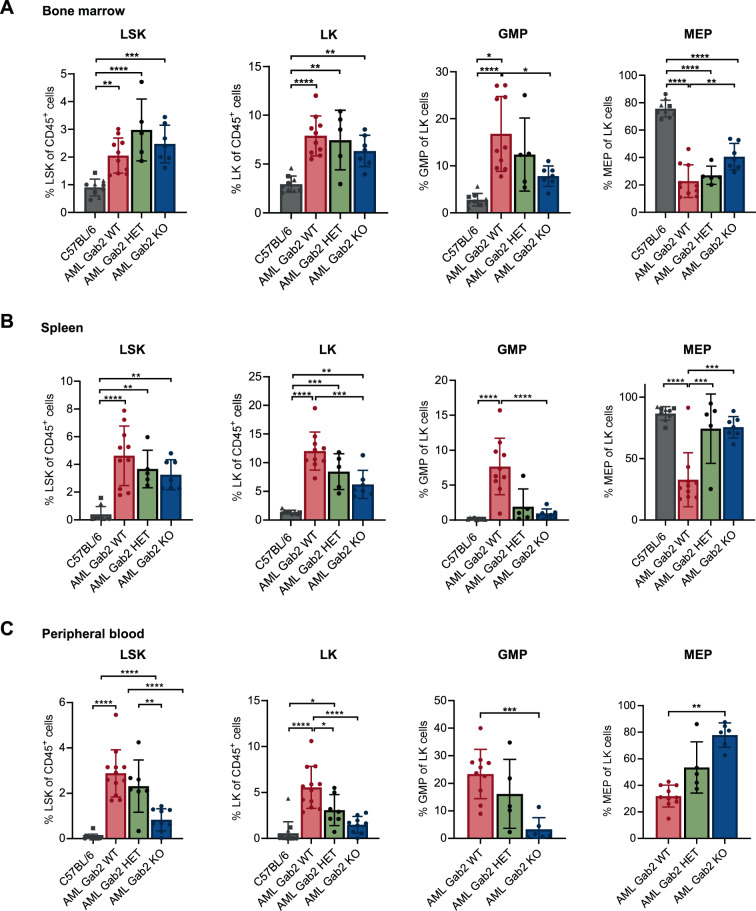
*Gab2* deficiency affects the proportion of progenitor cell populations in the PB, spleen and BM in AML mice. Flow cytometry of the (**A**) BM, (**B**) spleen and (**C**) PB of AML mice with the indicated *Gab2* genotypes. C57BL/6 mice served as healthy controls being *Gab2* proficient (circle), haploinsufficient (triangle) and deficient (square), respectively. All analyzed mice were aged between 21 and 30 days. Shown are the proportions of LSK (Lin^−^ Sca-1^+^ c-Kit^+^) and LK cells (Lin^−^ Sca-1^−^ c-Kit^+^) from CD45^+^ cells as well as the proportion of GMP (Lin^−^ c-Kit^+^ Sca-1^−^ CD34^+^ CD16/32^+^) and MEP (Lin^−^ c-Kit^+^ Sca-1^−^ CD34^−^ CD16/32^−^) cells from LK cells. Note that in (**C**) due to the very low frequency of LK cells in the PB no values for MEP and GMP cells in healthy control mice are depicted. Graphs show individual values for all the analyzed mice with mean ± SD. Statistics were calculated using a one-way ANOVA with Tukey’s multiple comparison test; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Representative flow cytometry blots for every analysis can be found in Supplementary Fig. 3.

Likewise, an increase in LSK cells and later stage myeloid progenitors (LK, GMP cells) was observed in the spleens and PB of AML WT mice compared to healthy controls (Fig. 3B, C). Here, the Gab2 dosage dependent rescue from this phenotype was even more evident as the size of the GMP and MEP populations in AML KO mice were similar to healthy controls. Moreover, LK cells were significantly reduced in AML KO compared to AML WT mice, while AML HET mice displayed once again an intermediate phenotype. In the PB, even the proportion of LSK cells was significantly reduced comparing AML KO mice to their AML WT littermates (Fig. 3C). Thus, the accumulation of immature cells in the periphery of AML WT mice, consistent with the observed more aggressive disease, was significantly attenuated in AML KO mice.

### *Gab2* deficiency significantly prolongs the survival of AML mice

To test whether the disease protection by *Gab2* deficiency is maintained in older mice, we monitored several mice for at least 100 days (Fig. 4A). Strikingly, while AML WT mice displayed a median survival of only 36 days, AML KO mice survived significantly longer. Here, only one mouse died spontaneously; possibly from an unrelated event. Importantly, all other AML KO mice survived the observation span without reaching an ethical endpoint. Even, AML HET mice were significantly protected, displaying again an intermediate phenotype, as 50% of the mice survived throughout the observation time. A significantly prolonged survival in mice with decreased Gab2 expression was also observed after BM transplantation (Supplementary Fig. 4A).

**Fig. 4:**
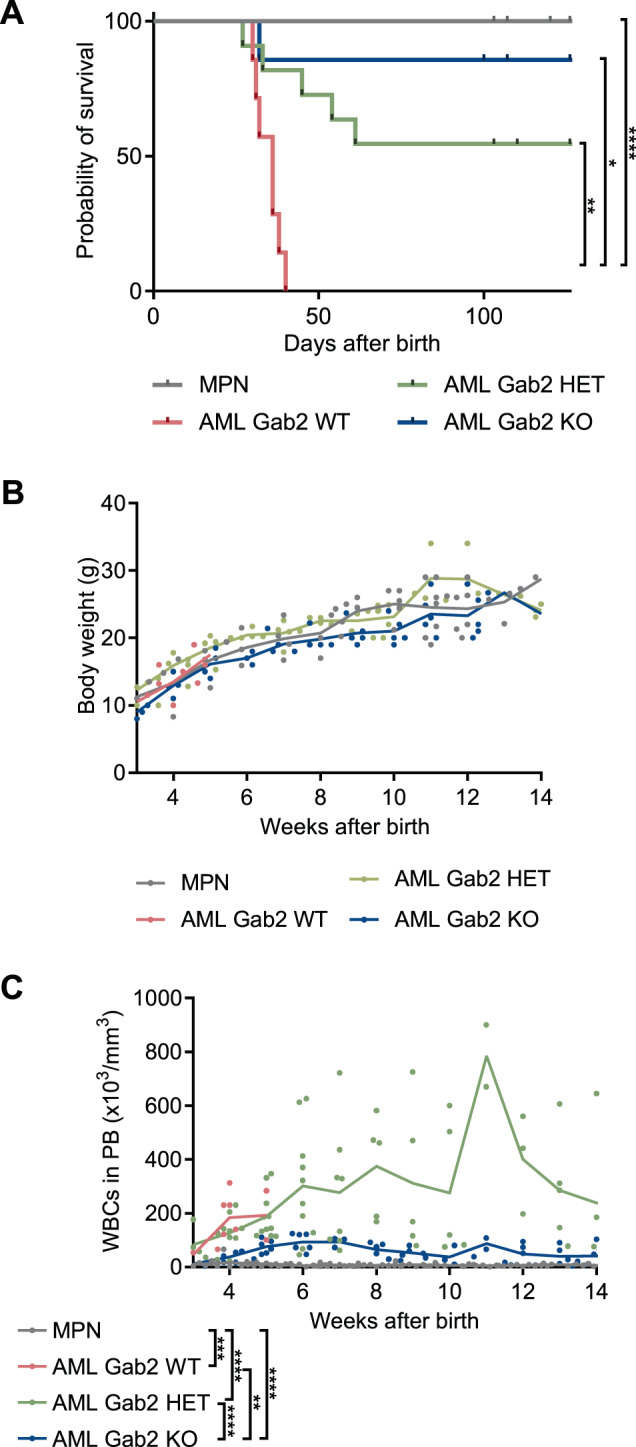
Loss of Gab2 confers a profound survival advantage. **A** Kaplan–Meier survival curves of AML WT (*n* = 7; median survival 36 days), AML HET (*n* = 11), AML KO (*n* = 7) and MPN mice (*n* = 11; including Gab2 WT, HET, and KO mice). Significant differences in survival were evaluated by Mantel–Cox (log-rank) test followed by the Bonferroni-Dunn method to adjust for multiple comparisons. Body weight (**B**) and WBC (**C**) counts in PB over time for mice with the indicated genotypes. Individual values for every measurement are shown; the connecting line indicates the mean. Data for AML WT mice are missing from week 6 onwards as all mice from this group had reached an ethical endpoint by this time. Statistics were calculated using mixed-effects analysis with Tukey’s multiple comparison test; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

In addition, while the *Gab2* genotype never influenced the body weight of the respective mice (Fig. 4B), the longitudinal WBC counts reflected the aforedescribed findings: MPN mice did not develop a blood phenotype, while AML WT mice displayed highly elevated WBC counts (Fig. 4C). Likewise, AML HET mice had increased WBC counts, however, they survived considerably longer than AML WT animals. WBC counts were further reduced in AML KO mice, albeit still higher than in MPN controls. Similar findings were obtained upon BM transplantation (Supplementary Fig. 4B).

### Transcriptomic analysis of AML BM confirms profound differences between Gab2 WT and KO mice

Next, we performed RNA-seq of BM isolated from AML WT, HET and KO mice, respectively, to identify mechanisms explaining why *Gab2*-deficient mice are protected against AML. 

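Whole BM from 3 AML WT, 2 AML HET and 3 AML KO mice was sequenced as 8 separate libraries, and the authors deposited the number of reads counted on each gene, without normalization. The paper's text names the sequencer but not the aligner, the annotation, the genome build or the test for differential expression, and refers to its Supplementary Methods. The table lists 13305 genes by Ensembl identifier. Of these, 13266 are found in GENCODE M21 for GRCm38, from which all positions given here are taken. No listed gene has fewer than 106 counts over the 8 mice, so genes with few counts are absent from the table. Between 28009258 and 39266815 reads per mouse were counted on genes, with a median of 32673551 in AML WT, 29717730 in AML HET and 32941589 in AML KO mice. A count of 0 allows up to 3 counts, which in the smallest AML WT library is 0.0967 CPM (counts scaled to library size), and such limits cover counting error only. Counts were normalized with edgeR's TMM method, and all 8 mice were fitted in 1 model with the Gab2 genotype as its only term.
Gab2 (ENSMUSG00000004508), the targeted gene, lies on chromosome 7 from 97081586 to 97308946. Its level was 74.7 ± 17.0 CPM (SD, n = 3) in AML WT, 53.3 ± 3.57 (SD, n = 2) in AML HET and 40.8 ± 6.15 (SD, n = 3) in AML KO BM. The log2 fold change between AML KO and AML WT was −0.87 (standard error 0.18, adjusted p = 0.0420 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every AML KO mouse had a lower level than every AML WT mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). The knockout allele replaces part of the exons with a cassette (Fig. 1A), and the deposited counts per gene do not show on which exons the remaining reads lie. In the 8 fits that each left out 1 mouse, the log2 fold change of Gab2 stayed between −0.99 and −0.68, but its adjusted p was above 0.05 in 6 of them and reached 0.159 without AML KO replicate 3.
Across the 13305 genes, 278 had an adjusted p under 0.05 between AML KO and AML WT BM, of which 235 were higher and 43 lower in AML KO. At an unadjusted p under 0.05 there were 2349 genes. The 3 AML KO mice did not overlap with the 3 AML WT mice at 2942 genes (22.1%), where chance gives 10%. The share of genes without overlap was 18.1% between AML HET and AML WT and 24.2% between AML KO and AML HET. For both, chance gives 20%. Between AML HET and AML WT 3 genes passed, with 329 at an unadjusted p under 0.05, and between AML KO and AML HET 0 genes passed, with 780 unadjusted. DESeq2 in place of edgeR raised the count between AML KO and AML WT to 730, which include all 278. Leaving out single mice moved it between 40 (without AML WT replicate 2) and 370 (without AML KO replicate 2).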

Consistent with the strikingly different phenotypes, the BM transcriptomes of AML WT and KO mice clearly separated in their principal components, while AML HET BM displayed an intermediate phenotype (Fig. 5A). Furthermore, we found 11 cancer-related gene sets from different tumor entities in the KEGG database downregulated in AML KO compared to AML WT mice, highlighting the strongly reduced disease aggressiveness in *Gab2*-deficient mice (Supplementary Fig. 5A).

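The principal component analysis was repeated with the gene choice of the legend, the 10% of genes with the largest median absolute deviation, here 1331 genes on the log2 CPM scale with a prior count of 2. PC1 held 55.4% and PC2 16.9% of the variance. On PC1 the AML WT mice had a mean of 24.95 ± 5.30 (SD, n = 3), the AML HET mice 0.10 ± 11.1 (SD, n = 2) and the AML KO mice −25.02 ± 14.8 (SD, n = 3). The distance of 49.96 between AML WT and AML KO is larger than the spread within either group, and all 3 AML KO mice lay on the other side of all 3 AML WT mice (exact permutation test, two-sided p = 0.1, the smallest possible). The share of PC1 moved most, to 45.0%, when genes were scaled to unit variance. The AML HET mice lay at 7.97 and −7.76, and AML KO replicate 2, at −10.61, lay closer to AML HET replicate 2 than to the other AML KO mice on PC1. On PC2 it lay at 16.33, nearer to AML KO replicate 3 (5.44) than to AML HET replicate 2 (−4.57). AML WT replicates 1 (16.53) and 2 (6.86) were nearer still on PC2.
Whether AML HET BM lies between the other groups was also measured over genes. Across all 13305 genes, the log2 fold changes of AML HET and of AML KO against AML WT had a Pearson correlation of 0.73 (Spearman 0.63), where genes are not independent replicates. Both comparisons share the AML WT mice, so AML HET groups were simulated 20 times. Simulated groups that did not differ from AML WT gave Pearson correlations of 0.16 to 0.22, and groups set midway gave 0.724 to 0.748. The simulations took the observed group means as true and drew each gene independently, so all their ranges may be too narrow for real mice. The Spearman value lay below the 0.645 to 0.658 of groups set midway and above the 0.201 to 0.230 of groups equal to AML WT. Of the 278 changed genes, 96.8% had an AML HET mean between the means of the other groups. Their median position of AML HET, with AML WT at 0 and AML KO at 1, was 0.459. In the simulations 1337 to 1487 genes were past the threshold, a different and larger set, with shares of 63.4% to 68.1% for groups equal to AML WT and 90.01% to 93.3% for groups set midway, and median positions of 0.484 to 0.518 for the latter. The correlation was 0.48 without AML HET replicate 2, so this value depends on that mouse.

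**Figure D1:**
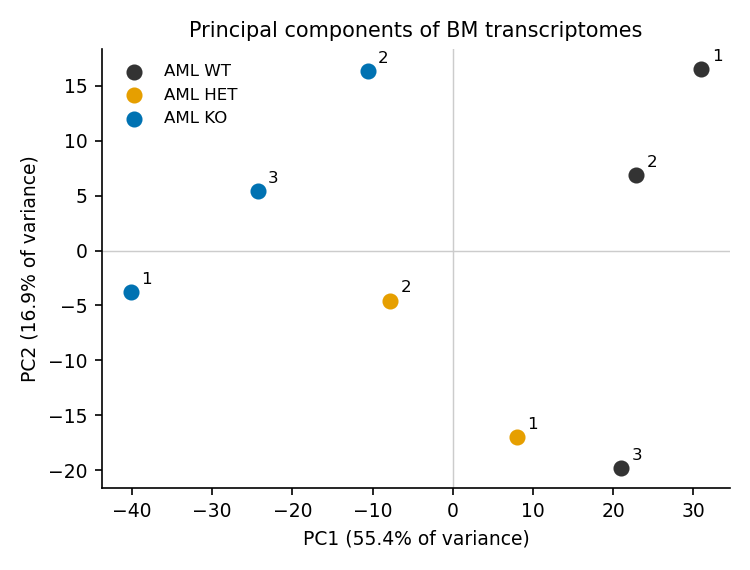
Principal components 1 and 2 of the 8 BM transcriptomes, with 1 point per mouse colored by Gab2 genotype and numbered by replicate. AML WT mice lie between 20.99 and 30.97 on PC1 and AML KO mice between −40.11 and −10.61, with both AML HET mice in the gap.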

**Fig. 5:**
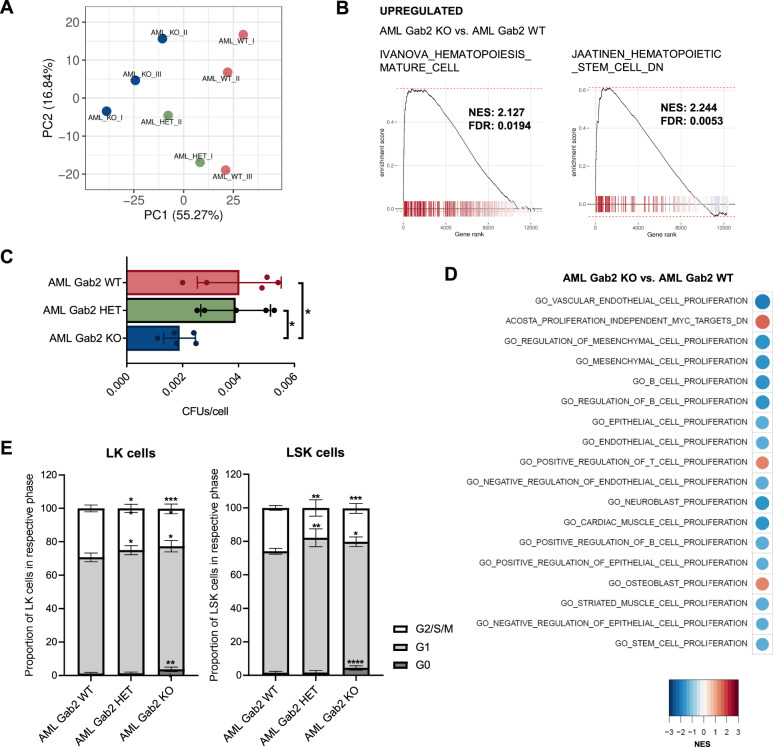
RNA-seq analysis corroborates the impact of *Gab2* deficiency on AML BM. **A** Principal component analysis was performed for RNA-seq data of whole BM isolated from AML WT, HET and KO mice, respectively. The top 10% most variable genes, based on median absolute deviation, were used. Note that the groups clearly separate according to principal component (PC) 1. **B** GSEA was carried out for AML KO versus AML WT BM. Left: Genes upregulated in mature blood cell populations are enriched in AML KO compared to AML WT BM. Right: Genes downregulated in HSCs are upregulated in AML KO versus AML WT BM. NES: Normalized enrichment score; FDR: False discovery rate. **C** CFU assays were performed in technical duplicates with BM isolated from AML WT, HET and KO mice, respectively. Bars represent mean ± SD; every dot corresponds to the BM of one particular mouse. **D** GSEA for AML KO versus AML WT BM. Shown are enrichment heat maps for gene sets with an adjusted *p* value < 0.5 containing the keyword ‘proliferation’. Color code and circle size correspond to the NES. **E** BM with the indicated genotypes was stained with Ki-67 and DAPI and subsequently subjected to cell cycle analysis via flow cytometry. G2/S/M phase was defined as Ki-67 and DAPI double-positivity, while cells in G1 phase were Ki-67 single positive and cells in G0 phase negative for both markers. Shown are the results for LK (left) and LSK (right) cells. At least 8 mice per genotype were analyzed. The experiment was repeated twice and results were pooled. Mean ± SD are shown. **C**, **E** Significance was determined by one-way ANOVA with Tukey’s multiple comparison test; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Gene set enrichment analysis (GSEA) confirmed the immunophenotyping data, as the BM transcriptome reversed from an immature, HSC-enriched in AML WT back to a more mature, differentiated state in AML KO mice (Fig. 5B). These data were corroborated at a functional level as BM from AML KO mice formed significantly less colonies in CFU assays than AML WT mice (Fig. 5C); here, AML HET BM behaved similar to AML WT BM. This assay, together with the GSEA revealing a downregulation of proliferation-associated gene sets in AML KO BM (Fig. 5D), indicated a role for Gab2 in hematopoietic progenitor cell proliferation. This was further supported by cell cycle analysis of LK and LSK BM cells revealing significantly more LK and LSK cells in G2/S/M phase at the expense of cells in G1 phase in AML WT compared to AML HET and KO mice (Fig. 5E). In contrast, AML KO BM contained significantly increased proportions of quiescent (G0) cells. Thus, the expansion of myeloid progenitor cells in AML WT mice (Fig. 3) is, at least partially, caused by increased cell cycle progression of LK and LSK cells in the BM.

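The gene sets of Fig. 5B were not analysed here. In their place, 17 lists of marker genes and 6 Reactome lists, fixed before the data were examined, were tested with camera from limma on voom log2 values (preset correlation 0.01, Benjamini-Hochberg adjustment over the 23 lists). Between AML KO and AML WT BM, 12 lists had an adjusted p under 0.05, 8 of them higher and 4 lower in AML KO. Of these 12, 7 also passed with limma's fry, and only the megakaryocyte and platelet list (adjusted p = 0.0495) passed with a correlation estimated from the data. When the 6 mice were split in the other possible ways, 5 of those 9 splits gave 12 or more lists.
The 25 genes of the mature neutrophil list had a median log2 fold change of 1.76, with 24 higher in AML KO (adjusted p = 2.2e-22 from camera and 0.0116 from fry). Against the mean of AML WT, the median of the list was between 1.66 and 2.12 in the AML KO mice and between −0.54 and 0.81 in the AML WT mice. At the level of genes, 14 of the 25 passed over all genes tested and 22 when adjusted over the list alone. Ngp, on chromosome 9, rose from 500.4 ± 277 to 2385 ± 398 CPM (SD, n = 3 each), a log2 fold change of 2.25 (standard error 0.37, adjusted p = 0.0166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p lost the threshold in 2 of the 8 fits without 1 mouse, at 0.0883 without AML WT replicate 2 and 0.0654 without AML KO replicate 1. All 7 genes of the primary granule list were higher, with a median of 0.41 (camera adjusted p = 2.0e-04, fry 0.0116), 1 of them past the threshold over all genes and 4 when adjusted over the list alone. The monocyte list fell, with a median of −0.27 over 14 genes, 12 of them lower (camera adjusted p = 0.0277, fry 0.294), 0 genes past the threshold and 3 at an unadjusted p under 0.05. Its camera adjusted p was above 0.05 in 3 of the 8 fits without 1 mouse, at most 0.156 without AML KO replicate 3.
The megakaryocyte and platelet list had a median of 2.56, with all 24 genes higher (camera adjusted p = 2.0e-34, fry 5.7e-04), 21 past the threshold and 24 when adjusted over the list alone. The erythroid list had a median of 3.54, with all 23 genes higher (camera adjusted p = 5.9e-22, fry 0.0372), 20 past the threshold and 22 when adjusted over the list alone. For T and NK cells the median was 0.32 (camera adjusted p = 0.0277, fry 0.590), and the adjusted p was above 0.05 in 3 of those fits, at most 0.557 without AML WT replicate 1. For B cells it was 0.12 (camera adjusted p = 0.134), with adjusted p of 0.0155 without AML WT replicate 3, 0.0374 without AML WT replicate 2 and 0.497, in the opposite direction, without AML WT replicate 1. Neither list had a gene past the threshold, with 3 T and NK cell genes and 0 B cell genes at an unadjusted p under 0.05.
The HSPC list of 28 genes was higher in AML KO BM, with a median of 0.42 and 23 genes higher (camera adjusted p = 2.0e-06, fry 0.0116). With the correlation estimated from the data, its adjusted p was 0.124. Of its genes, 4 passed over all genes tested, all of them higher, and 10 when adjusted over the list alone. Gata2 had a log2 fold change of 1.76 (standard error 0.25, adjusted p = 0.0102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.0579 without AML WT replicate 2. Among these genes, 12 are also used by the megakaryocyte and erythroid lineages and had a median of 0.65. The 16 others had a median of 0.25, and their median was higher in each AML KO mouse than in each AML WT mouse (exact permutation test, two-sided p = 0.1). Kit, a surface marker of LSK and LK cells, had a log2 fold change of 0.08, which was −0.08 without AML WT replicate 3. Ly6a, which encodes Sca-1, had −1.28 and was 0.50 without AML WT replicate 3, so that mouse sets its direction.

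**Figure D2:**
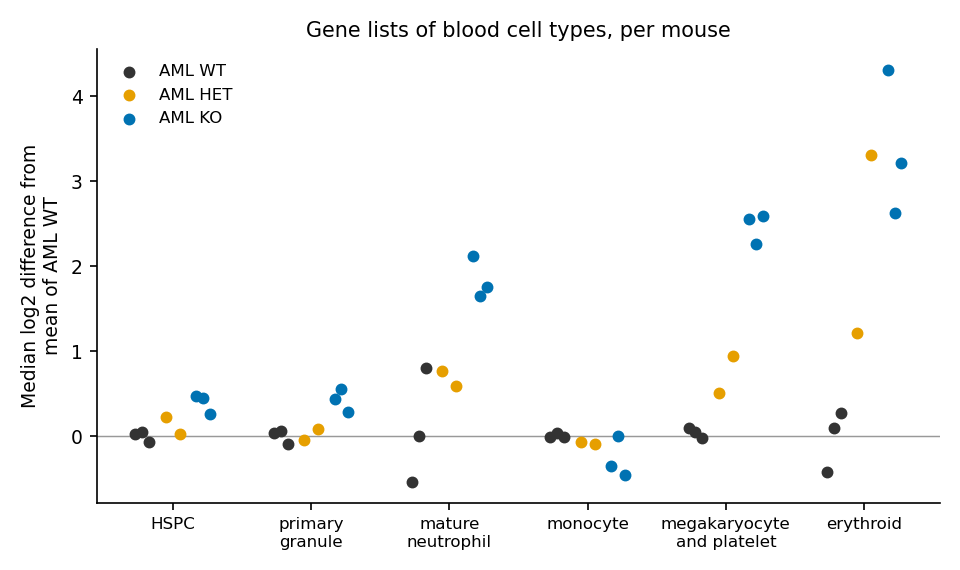
Median log2 difference of each gene list from the mean of the AML WT mice, with 1 point per mouse. The AML KO mice lie above the AML WT mice in the mature neutrophil, megakaryocyte and platelet, erythroid, primary granule and HSPC lists, and AML KO replicate 2 is at 0.00 in the monocyte list.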

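The gene sets of Fig. 5D were not analysed here, and lists of cell cycle genes were tested in their place between AML KO and AML WT BM. The S phase list of 43 genes had a median log2 fold change of −0.07, with 26 genes lower and 17 higher (camera adjusted p = 0.747). Its median against the mean of AML WT was between −0.09 and −0.01 in the AML KO mice and between −0.07 and 0.14 in the AML WT mice, so the groups overlapped. Of its genes, 0 passed over all genes tested, 0 when adjusted over the list alone, and 3 had an unadjusted p under 0.05. The G2 and M phase list of 54 genes had a median of −0.01, with 27 genes in each direction (camera adjusted p = 0.692), 0 past the threshold over all genes, 0 when adjusted over the list alone and 12 at an unadjusted p under 0.05. Reactome's cell cycle list of 451 genes had a median of −0.03 (camera adjusted p = 0.747), with 3 genes past the threshold and 1 when adjusted over the list alone. Camera placed the S phase and the Reactome list on the higher side without AML WT replicate 1 (adjusted p = 0.557 and 0.728), and the G2 and M phase list on the lower side without AML WT replicate 3 (adjusted p = 0.717). Mki67, on chromosome 7, was at 1101 ± 177.1 CPM in AML WT and 1109 ± 54.6 in AML KO BM (SD, n = 3 each). Its log2 fold change of 0.01 was −0.08 without AML WT replicate 3. These lists average over whole BM, in which LK and LSK cells are a part.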

### Gab2 increases RTK signaling in AML BM and upregulates Axl as well as Gfra2 expression

Among the differentially expressed genes with a large log2 fold change, we found the RTK Axl and Gfra2, a co-receptor of the RTK Ret, to be significantly decreased in AML KO compared to AML WT BM (Fig. 6A), which was confirmed at protein level (Fig. 6B, C, Supplementary Fig. 5B, C). This pinpoints to a novel role of Gab2 in which it acts not only as an amplifier of RTK signaling by being recruited to receptors, but also by inducing their expression. Accordingly, AML KO mice showed a general decrease in RTK signaling as compared to their AML WT littermates (Fig. 6D). Moreover, a phospho-RTK array analyzing the tyrosine phosphorylation of 39 different RTKs revealed increased phosphorylation of a whole variety of RTKs in AML WT compared to AML KO BM, including Axl and Ret (Supplementary Fig. 5D).

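Axl (ENSMUSG00000002602) lies on chromosome 7 from 25757273 to 25788705, 71.3 Mb from Gab2. Its level was 74.9 ± 11.6 CPM (SD, n = 3) in AML WT, 54.5 ± 6.91 (SD, n = 2) in AML HET and 25.7 ± 9.87 (SD, n = 3) in AML KO BM. The log2 fold change between AML KO and AML WT was −1.54 (standard error 0.25, adjusted p = 0.0156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the highest AML KO mouse, replicate 2 at 37.1, was below the lowest AML WT mouse at 61.6. With single mice left out, the log2 fold change was between −1.902 (without AML KO replicate 2) and −1.38. Of these 8 fits, 2 gave an adjusted p above 0.05, at 0.0579 without AML WT replicate 2 and 0.0728 without AML KO replicate 3, and the lowest was 0.00355.
Gfra2 (ENSMUSG00000022103) lies on chromosome 14 from 70890120 to 70979838 and is counted far less often. It had 103, 88 and 97 counts in the AML WT, 33 and 24 in the AML HET and 5, 25 and 12 in the AML KO mice. These correspond to 2.76 ± 0.219 CPM (SD, n = 3), 0.961 ± 0.277 (SD, n = 2) and 0.476 ± 0.388 (SD, n = 3). The log2 fold change was −2.55 (standard error 0.51, adjusted p = 0.0349 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With single mice left out it was between −3.38 (without AML KO replicate 2) and −2.14 (without AML KO replicate 1). In 7 of these 8 fits the adjusted p was above 0.05, from 0.0654 without AML KO replicate 1 to 0.158 without AML KO replicate 3, and it was 0.00933 without AML KO replicate 2. For each gene, no AML KO mouse overlapped with an AML WT mouse (exact permutation test, two-sided p = 0.1, the smallest possible). The changes against AML HET were not past the threshold, at −1.08 for Axl (adjusted p = 0.511 from the same edgeR test) and −1.03 for Gfra2 (adjusted p = 0.856).
Relatives of both receptors were looked up in the same table. Ret, Tyro3, Gfra1, Gfra3 and Gfra4 are not among the listed genes, nor are the ligands Gdnf and Nrtn. Mertk had a log2 fold change of −0.17 that turned to 0.12 without AML KO replicate 1, and Gas6, the ligand of Axl, had 0.87 (standard error 0.27, adjusted p = 0.168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BM holds many cell types, and the counts do not show which of them carry Axl and Gfra2. The paper draws on the decreases of both transcripts and on the protein measurements of Fig. 6B and C. From these it proposes that Gab2 amplifies RTK signaling at the receptors and also by inducing their expression.

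**Figure D3:**
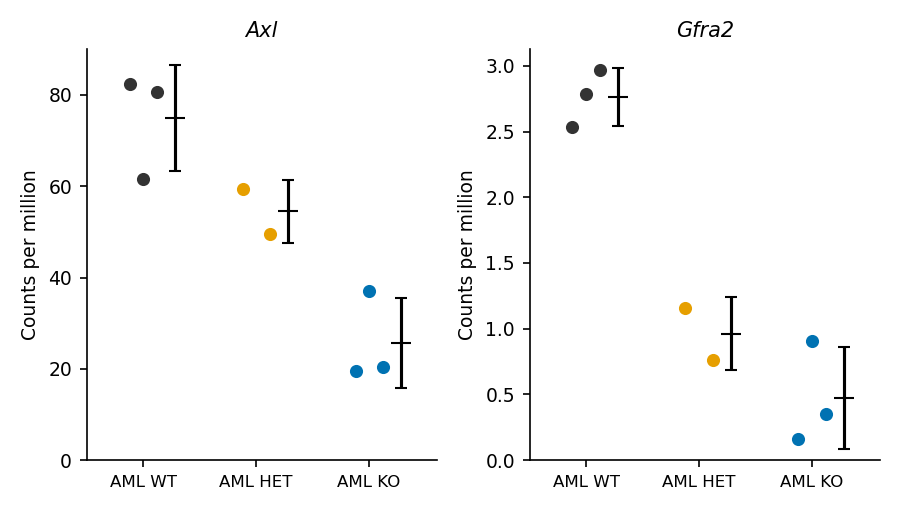
CPM of Axl and Gfra2, with 1 point per mouse and bars for the mean and SD of each group. AML KO mice lie below AML WT mice for both genes, with AML KO replicate 2 the highest of the 3 AML KO mice.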

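The gene sets of Fig. 6D were not analysed here. The transcripts of 425 genes in Reactome pathways downstream of RTKs had a median log2 fold change of −0.04 between AML KO and AML WT BM, with 239 lower and 186 higher (camera adjusted p = 0.388). Over all genes tested 11 of them passed, 7 higher and 4 lower, and 12 passed when adjusted over the list alone. A list of the receptors themselves holds 58 RTKs, of which 31 are in the table, with a median of −0.08, 18 of them lower and 13 higher (camera adjusted p = 0.0945). Past the threshold were 4 receptors, and 5 when adjusted over the list alone. Besides Axl, these were Fgfr1, with a log2 fold change of −1.63 (standard error 0.19, adjusted p = 0.00582 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Ddr1 with −1.23 and Tie1, which rose by 1.25. Without AML WT replicate 2, the adjusted p was 0.0757 for Ddr1 and 0.0794 for Tie1, and without AML KO replicate 3 it was 0.0526 for Ddr1. Flt3 had a log2 fold change of −0.11. Without AML KO replicate 2 both lists were lower in AML KO with an adjusted p under 0.05, at 0.0244 for the pathways and 0.00390 for the receptors, and the receptors also passed without AML WT replicate 3 (0.0264). Over the 8 fits without 1 mouse, the adjusted p reached 0.910 for the pathways and 0.551 for the receptors.

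**Figure D4:**
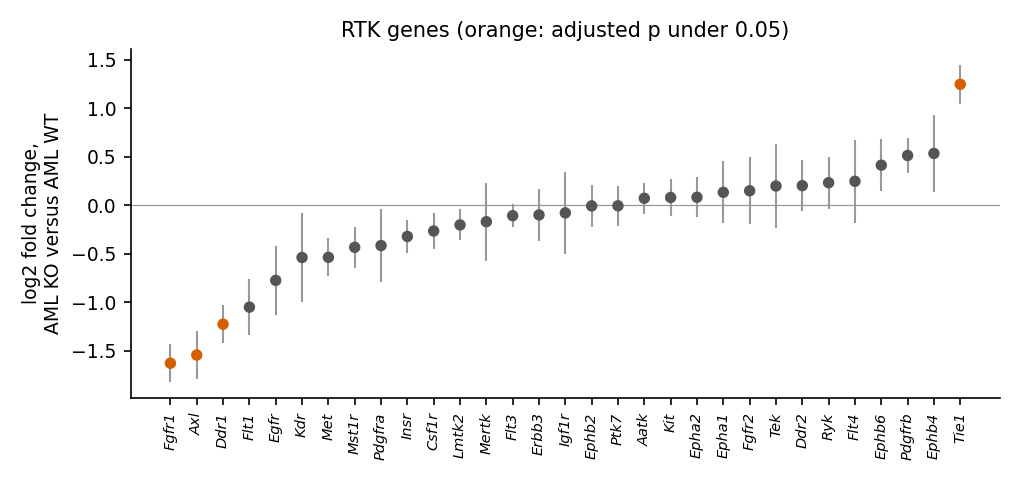
Log2 fold change between AML KO and AML WT BM of the 31 RTK genes in the table, in rising order, with bars for the standard error. Orange marks the 4 genes with an adjusted p under 0.05, of which Axl, Fgfr1 and Ddr1 are lower and Tie1 is higher.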

**Fig. 6:**
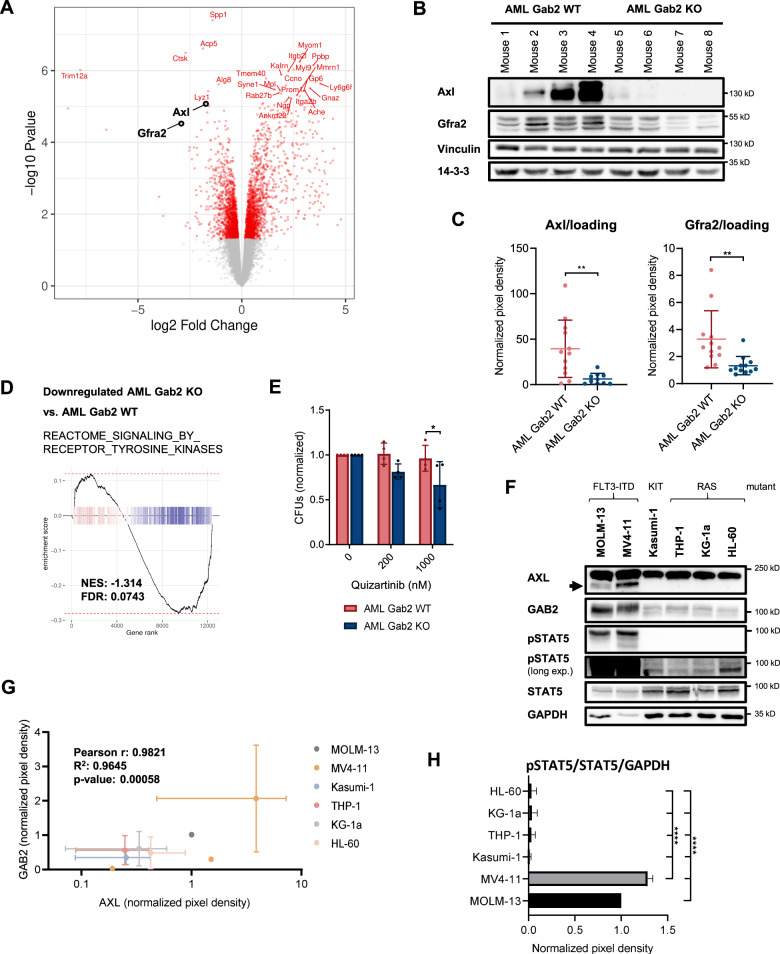
Gab2 upregulates Axl as well as Gfra2 expression and induces RTK signaling in AML BM. **A** Volcano blot of RNA-seq data comparing AML KO versus AML WT BM. Axl and Gfra2 as interesting hits are highlighted. **B** Exemplary Western Blot of murine AML WT and KO BM confirming the differential regulation of Axl and Gfra2 on protein level. Vinculin and 14–3–3 serve as loading controls. *Gab2* genotypes are confirmed in Supplementary Fig. 5B. **C** Quantification of the Western Blot analysis of Axl and Gfra2 expression in AML WT and KO BM (see also (**B**)). Protein levels were normalized to loading controls (Vinculin, 14-3-3). Each dot depicts one donor mouse. Data were analyzed using an unpaired *t* test and are presented as mean ± SD; **P < 0.01. Two Axl data points were identified as outliers using the ROUT method (Q = 1%) and excluded. Original data can be found in Supplementary Fig. 5C. **D** GSEA was performed for AML KO versus AML WT BM revealing a downregulation of genes in the REACTOME_SIGNALING_BY_RECEPTOR_TYROSINE_KINASES gene set. **E** CFU assays were performed in technical duplicates with AML Gab2 WT and KO BM, respectively. Cells were treated with the indicated quizartinib concentrations or DMSO as a control. Bars represent mean ± SD; every dot corresponds to one mouse. Data were analyzed using a one-way ANOVA with Šídák’s multiple comparisons test; *P < 0.05. **F** Exemplary Western Blot of human AML cell lines analyzing STAT5 phosphorylation as well as AXL and GAB2 expression. GAPDH serves as loading control. **G** Quantification of AXL and GAB2 expression as analyzed by Western Blot (*n* = 3; see also (**F**)). Pixel density was normalized to GAPDH loading control. Computation of Pearson correlation coefficient (r) confirmed a linear relationship between GAB2 and AXL expression in the indicated cell lines. **H** Quantification of the pSTAT5 signal in AML cell lines as analyzed by Western Blot (*n* = 3; see also (**F**)). Pixel density was normalized to STAT5 expression and GAPDH loading control. Data were analyzed using a one-way ANOVA with Tukey’s multiple comparison test and are presented as mean ± SD; ****P < 0.0001.

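Fig. 6A labels 27 genes, and all of them are in the deposited table. In AML KO against AML WT BM, 19 of the 27 were higher and 8 lower, the groups did not overlap at any of them, and 26 had an adjusted p under 0.05. The exception was Trim12a, on chromosome 7 from 104299894 to 104315466, with a log2 fold change of −2.901 (standard error 1.21, adjusted p = 0.265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 2 and 3 counts in AML KO replicates 1 and 3 but 346 in replicate 2, against 884 to 1240 in the AML WT mice. Without AML KO replicate 2 its log2 fold change was −8.59 and its adjusted p 5.2e-05, while the other 7 such fits gave −2.99 to −2.31 with adjusted p between 0.329 and 0.635. Limma-voom in place of edgeR gave −6.15 with an adjusted p of 0.0331, and over the alternatives other than leaving out 1 mouse the adjusted p lay between 0.00115 and 0.415. Alg8, on chromosome 7 and 0.3 Mb from Gab2, had −1.07 (standard error 0.14, adjusted p = 0.00687 from the same edgeR test). Spp1 had −1.41 (standard error 0.11), and its adjusted p stayed under 0.05 in all 8 fits without 1 mouse. Itga2b, a platelet gene of the plot, rose by 2.84 (standard error 0.24), from 12.9 ± 0.459 to 92.1 ± 26.0 CPM (SD, n = 3 each).
Among all changed genes whose groups did not overlap, the largest rises were those of Gm26862, Rps13-ps1, Cldn13, Apol11b and Slfn14. Gm26862, at 0 counts in each AML WT mouse, was at least 50.7-fold higher in AML KO, and Rps13-ps1 had a log2 fold change of 6.86. Slfn14, at 4.35, had few counts in AML WT, 0.214 ± 0.133 CPM (SD, n = 3). The largest falls reported here were those of Gfra2, Gm15133 (−2.47), Ctsk (−2.25) and Scel (−2.13). With single mice left out, the adjusted p was above 0.05 in 6 of 8 fits for Gm15133 (at most 0.0844 without AML KO replicate 1), in 3 for Scel (0.0794 without AML WT replicate 2), in 2 for Cldn13 (0.0883 without AML WT replicate 2) and in 1 for Ctsk (0.0628 without AML WT replicate 2). Of these genes, Gm26862 and Gm15133 are on chromosome 7. Within 100 annotated genes on each side of Gab2, 3 of 54 tested genes were past the threshold, against 274 of 13250 elsewhere (odds ratio 2.79, Fisher's exact test, two-sided p = 0.102). With 50 genes on each side the odds ratio was 5.47 (Fisher's exact test, p = 0.0219) and with 200 it was 3.22 (p = 0.0143).

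**Figure D5:**
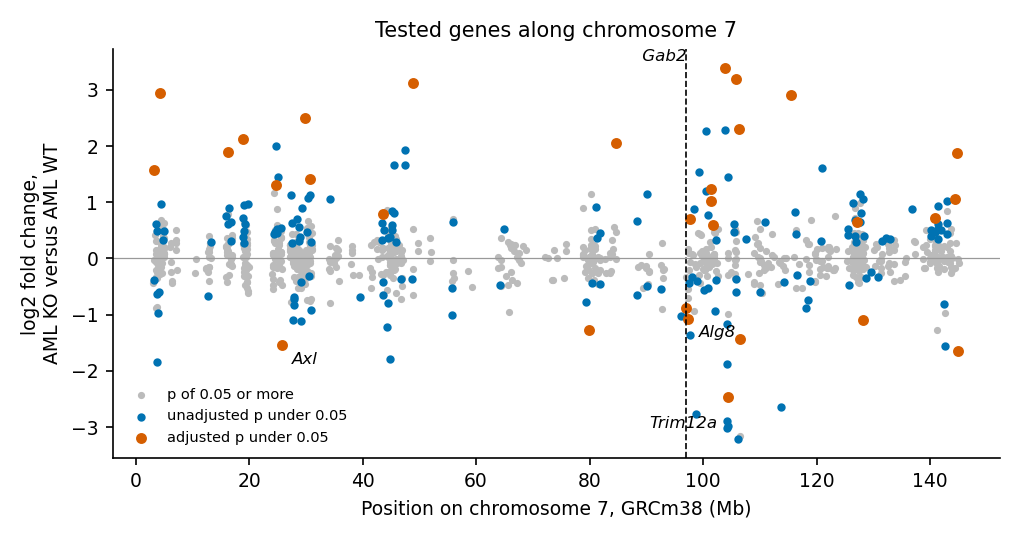
Log2 fold change between AML KO and AML WT BM of the tested genes on chromosome 7 against their position in GRCm38, with Gab2 as a dashed line. Gm26862, at 0 in all AML WT mice, has no finite fold change and is left out, and Trim12a is among the blue points with an unadjusted p under 0.05.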

Given the growing number of reports linking AXL expression to TKI resistance in human AML [25–27] and as GAB2 confers TKI resistance in CML [11] and AML cell lines [14], we analyzed the TKI sensitivity of AML BM depending on the *Gab2* genotype. Indeed, colony formation of AML WT BM was enhanced in the presence of the FLT3 inhibitor (FLT3i) quizartinib as compared to AML KO BM (Fig. 6E). Based on this result and since AXL is increasingly gaining relevance in the context of AML [28, 29], we correlated its expression in human AML cell lines with GAB2 levels. Strikingly, AXL and GAB2 protein expression was by far the highest in the FLT3-ITD mutant MOLM-13 and MV4–11 cells (Fig. 6F). In fact, there was a highly significant linear correlation between GAB2 and AXL protein levels (Fig. 6G), suggesting a conserved role for GAB2 in inducing AXL in human AML.

### Gab2 upregulates Axl and Gfra2 via Stat5 signaling

Recently, Dumas et al. reported AXL upregulation as a mechanism of quizartinib resistance in FLT3-ITD mutant human AML and proposed a STAT5-dependent process [25]. As GAB2 is also implicated in STAT5 activation [4, 8], we postulated a conserved FLT3-ITD/GAB2/STAT5 axis promoting AXL expression. Therefore, we examined STAT5 phosphorylation in our human AML cell line panel. Strikingly, the FLT3 mutant lines with high AXL and GAB2 expression displayed a substantially increased phosphorylation of STAT5 as compared to RAS and KIT mutant cells (Fig. 6F, H). Accordingly, GSEA analysis revealed the downregulation of STAT5 targets in AML KO compared to AML WT murine BM (Fig. 7A, top). Conversely, genes downregulated in human CD34 + cells upon STAT5 overexpression [30] were upregulated (Fig. 7A, bottom), thereby confirming decreased Stat5 signaling in *Gab2* deficient BM.

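The gene sets of Fig. 7A were not analysed here, and a list of 18 genes known as STAT5 targets was tested in their place. Its median log2 fold change between AML KO and AML WT BM was 0.37, with 13 genes higher and 5 lower in AML KO (camera adjusted p = 0.0277, fry 0.145, and 0.432 with an estimated correlation). The call changed without AML WT replicate 2 (adjusted p = 0.0781) and without AML KO replicate 1 (0.0535), with 0.0127 as the lowest value over the 8 fits without 1 mouse. Over all genes tested 2 of the 18 passed, and 5 when adjusted over the list alone. Ccnd1 fell from 20.1 ± 5.62 to 6.46 ± 2.50 CPM (SD, n = 3 each), a log2 fold change of −1.64 (standard error 0.31, adjusted p = 0.0294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was above 0.05 in 5 of the 8 fits without 1 mouse, at most 0.141 without AML KO replicate 3. Bcl2l1 rose by 0.89 (standard error 0.18, adjusted p = 0.0341 from the same edgeR test), and was above 0.05 in 7 of those fits, at most 0.123 without AML WT replicate 2. Cish rose by 0.49 and Socs2 by 0.41, both short of the threshold (adjusted p = 0.169 and 0.285 from that test). Stat5a had −0.18 and Stat5b −0.02, the latter with a sign that changed to 0.09 without AML KO replicate 1.

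**Figure D6:**
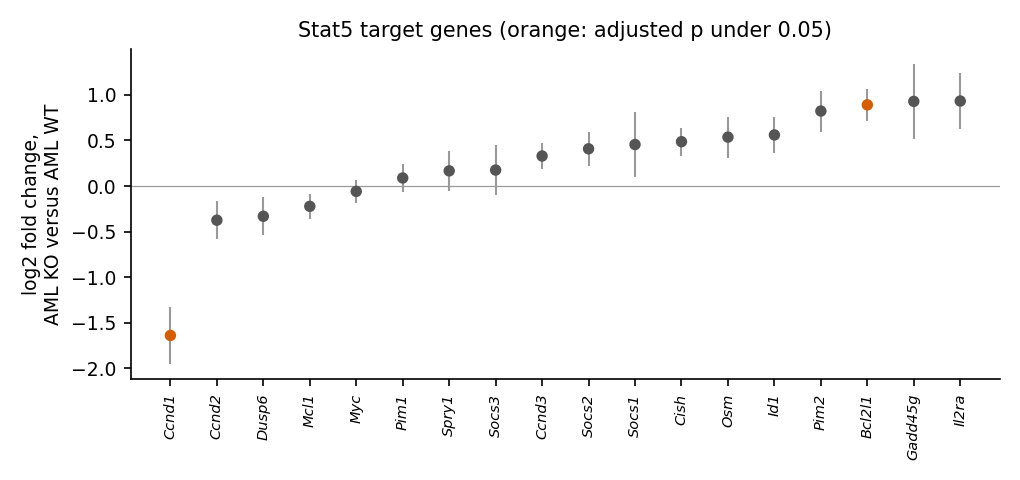
Log2 fold change between AML KO and AML WT BM of the 18 genes of the STAT5 target list, in rising order, with bars for the standard error. Orange marks Ccnd1, which is lower, and Bcl2l1, which is higher, as the 2 genes with an adjusted p under 0.05.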

**Fig. 7:**
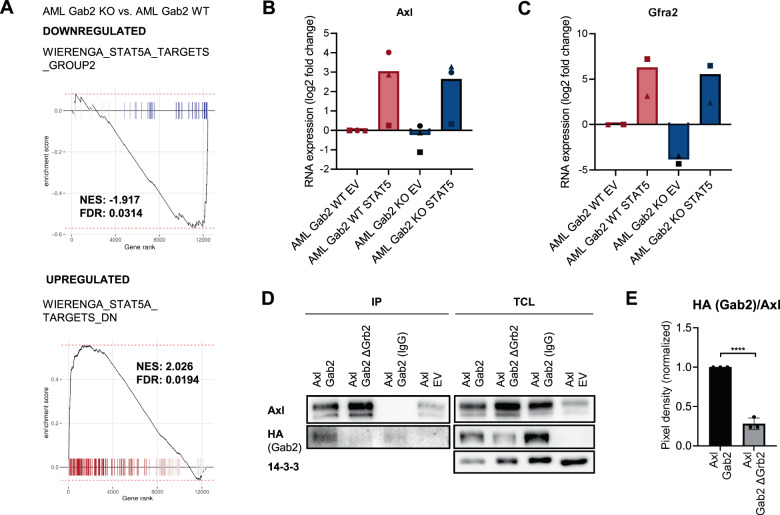
Gab2 induces Axl and Gfra2 expression *via* Stat5 pathway activation in Flt3-ITD positive AML. **A** GSEA was performed revealing a decreased Stat5 pathway activity in AML KO compared to AML WT BM. Targets that were downregulated as a result of STAT5 overexpression in human CD34+ cells were enriched (bottom), while targets that were upregulated in a linear fashion (top) were downregulated in AML KO versus AML WT BM. **B**, **C** AML WT and KO BM (4–6 mice per genotype were pooled per experiment) was retrovirally infected with pMX EV and pMX STAT5, respectively. BM was cultivated for 10 days after infection, sorted for GFP expression (pMX) and subsequently subjected to RT-qPCR. Shown is the log2 fold change of (**B**) *Axl* (*n* = 3) and (**C**) *Gfra2* (*n* = 2) RNA expression levels normalized to *Oaz1* expression. Shown are values for the individual replicates as well as the mean. Please note that in the replicate indicated by a circle, the BM was kept in culture for 1 day after sorting, while in the other replicates the BM was frozen directly after sorting. **D** HEK 293 T cells were transfected with the indicated combinations of overexpression plasmids, namely pMIG Axl, EV, Gab2 (HA) and Gab2^∆Grb2^ (HA), respectively. Subsequently, an anti-AXL immunoprecipitation (IP) was performed and the total cell lysate (TCL) as well as the IP was analyzed by Western Blotting using the indicated antibodies. 14-3-3 serves as loading control. **E** Quantification of three independent IP experiments as described in (**E**). The HA signal was normalized to the levels of precipitated AXL. Graph shows the mean value ± SD, while the dots represent individual replicates. Statistics were calculated with an unpaired *t* test; ****P < 0.01.

To prove that the increased *Axl* expression in AML WT mice indeed results from elevated Stat5 activity, we performed rescue experiments in which we infected BM from AML WT and KO mice with a gain-of-function (GOF) STAT5 construct (Supplementary Fig. 5E). Strikingly, *Axl* was induced upon overexpression of STAT5 in AML WT and KO BM (Fig. 7B). Unexpectedly, we also observed a strong induction of *Gfra2* (Fig. 7C), indicating that this receptor might as well be upregulated by Gab2 via Stat5 signaling. Indeed, we identified two potential SREs with the consensus sequence TTCN3GAA [31] in introns 4–5 of *Gfra2* orthologues of rats, mice and humans.

Lastly, we asked whether Gab2 also interacts with the two receptors whose expression it induces. While the interaction of Gab2 with Ret is documented [32], a Gab2/Axl interaction has not been described so far. Therefore, we confirmed their interaction in co-immunoprecipitation experiments (Fig. 7D, E). Interestingly, the interaction of AXL with the GAB2 ∆GRB2 mutant, lacking both GRB2 binding sites [16], was significantly reduced, suggesting that, like for other RTKs [5, 33], the GAB2-AXL interaction is mediated *via* GRB2.

## Discussion

In this study, we show for the first time that *Gab2* deficiency protects against AML in a spontaneous and autochthonus disease model. This GEMM closely recapitulates the human disease, as *FLT3-ITD* and *DNMT3A* mutations frequently co-exist in cytogenetically normal AML and forecast dismal prognosis [34]. Our in vivo data highlighting a critical role of Gab2 in this aggressive AML model tie in with studies describing the role of Gab2 in *Shp2/Ptpn11* mutant JMML GEMMs. Here, aberrant HSC cycling and colony formation was almost completely reversed by *Gab2* deficiency [35, 36]. However, we also noted differences: In our AML model, *Gab2* deficiency cannot attenuate the increase of LSK cells in the BM and only slightly reduced the LK population, despite its clear effect on proliferation. In the periphery, however, *Gab2* deficiency strongly reduced the proportion of LK and in the PB also of LSK cells. This suggests that the decreased proliferation in AML KO mice not directly affects the BM resident population, but primarily reduces leukemia burden by limiting the number of BM emigrating HSPCs. Supporting this, Gab2 is involved in β1-integrin signaling [37], a pathway critical for HSC homing to the BM and the retention of progenitors in the BM microenvironment [38]. Indeed, integrin-related gene sets were downregulated in AML KO versus WT BM (i.e. Integrin (ConsensusPathDB); statistical mean −1.76; *q* value 0.08 (gage)).

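In place of the ConsensusPathDB set, which was not analysed here, lists of integrins and their adaptors were tested between AML KO and AML WT BM. Of 38 genes in the hand-written list, 32 are in the table, with a median log2 fold change of −0.05 and 19 lower (camera adjusted p = 0.658). Over all genes 3 of them passed, 2 higher and 1 lower, and 5 when adjusted over the list alone. Reactome's list of integrin cell surface interactions, with 64 genes in the table, had a median of −0.04 and 36 lower (camera adjusted p = 0.591), with 6 genes past the threshold and 10 when adjusted over the list alone. Without AML KO replicate 2, both lists were lower in AML KO, with adjusted p of 0.0339 and 0.0244, and without AML KO replicate 1 both turned to the higher side, with 0.577 and 0.639. Itgb2l, a neutrophil gene, rose by 1.91 on the log2 scale (standard error 0.31), with an adjusted p of 0.0163 and of at most 0.0883 without 1 mouse. The gene that passed as lower was Itgax, with −1.097 (standard error 0.23, adjusted p = 0.0457), and its adjusted p was above 0.05 in 6 of 8 fits without 1 mouse (up to 0.174 without AML KO replicate 3). Itgae, at −1.22 (standard error 0.32), did not pass (adjusted p = 0.0986).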

Interestingly, Gab2 KO mice possess the same absolute number of LK and LSK cells as Gab2 WT mice, indicating that Gab2 is dispensable for HSPC pool maintenance. However, an impaired response of *Gab2* deficient LSK cells to hematopoietic growth factors has been described [24]. This suggests that the effect of Gab2 on HSPC proliferation is not discernible at a steady-state level as here these populations are relatively quiescent. In contrast, a requirement for Gab2 might arise in the context of the increased proliferative stress in hematological disorders. This would explain the protective effect of Gab2 deficiency in our model and highlights Gab2 (and its effectors) as a disease-specific vulnerability in myeloproliferative disorders.

To unravel novel mechanisms by which Gab2 promotes AML aggressiveness, we compared the transcriptomes of AML WT and KO BM. An exciting finding, also from the angle of targeted therapy, is that Gab2 and its Stat5 effector arm act not only downstream but also upstream of RTK signaling (Fig. 8). In the following, we discuss this concept focusing on two Gab2-dependent transcriptional targets, the RTK Axl and the RTK co-receptor Gfra2.

**Fig. 8:**
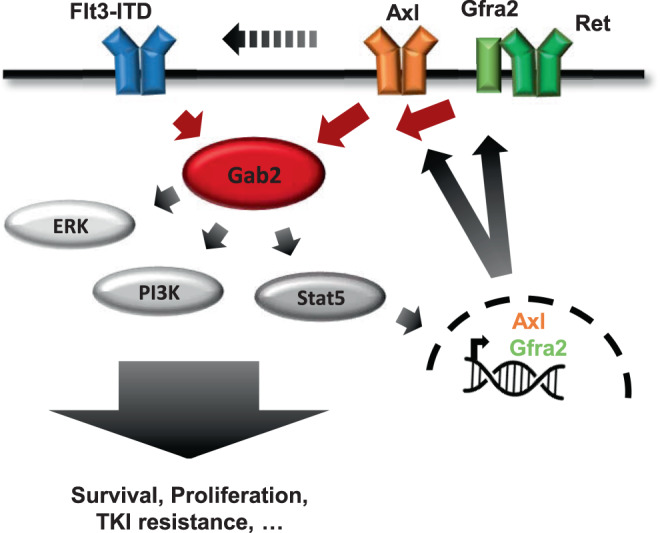
Schematic summarizing the effects of Gab2 on RTK expression and signaling in Flt3-ITD positive AML. Gab2 amplifies Flt3-ITD signaling by activating the Erk, PI3K/Akt and Stat5 pathways [4]. Stat5 pathway activation induces the expression of Axl and the Ret co-receptor Gfra2. As Gab2 also binds Axl and Ret [32], thereby being part of their downstream signaling network, the docking protein further supports the oncogenic effects of Flt3-ITD by inducing a feed-forward loop.

AXL emerges as promising biomarker and therapeutic target in oncology. In AML, AXL expression correlates with dismal prognosis and therapy resistance [28, 39]. AXL phosphorylation is enhanced in FLT3i-resistant cells, while its inhibition re-sensitized cells towards FLT3i [25, 26]. Thus, the increased quizartinib resistance we observed in AML WT BM might be—at least partially—conveyed by Gab2-mediated Axl upregulation, thereby proposing a mechanism of how Gab2 contributes to TKI resistance in AML. Mechanistically, AXL might promote FLT3i resistance by acting as a bypass, since both RTKs share many pathways [40]. Here, we show that GAB2 links AXL to oncogenic pathways via a GRB2-dependent interaction. In addition, AXL might heterodimerize with other RTKs, thereby facilitating receptor activation and offsetting the effects of TKIs [41]. Indeed, Park et al. [42] reported that AXL and FLT3 physically interact in FLT3-ITD positive AML cells. Furthermore, this study suggested AXL to be crucial for FLT3 activation as its inhibition diminished FLT3-ITD phosphorylation. This does not only have implications for TKI resistance but also for AML pathobiology and FLT3 signaling in general. Since we show that Gab2, as an important Flt3-ITD effector, increases Axl expression and, as discussed, AXL in turn promotes FLT3-ITD signaling, we propose a self-sustaining feed-forward loop with a central role for Gab2 in enhancing the oncogenic signals of Flt3-ITD and contributing to AML aggressiveness (Fig. 8).

The second target of the Flt3-ITD/Gab2/Stat5 axis, Gfra2, engages in a multi-subunit complex with the RTK Ret and confers ligand binding [43]. RET is differentially expressed in human AML, with highest levels in leukemia with monocytic differentiation [44], which nicely fits to the acute myelomonocytic leukemia of our GEMM. Importantly, high RET expression in primary AML samples correlated with an adverse prognosis [45]. In contrast, *Gfra* transcripts were only rarely found in leukemic blasts, while they were—in the absence of RET—detected in BM-derived stromal cells [44, 46]. However, a leukemia intrinsic expression of the RET co-receptor is also conceivable as Rudat et al. [47] observed expression of GFRA2 (and the GFRA3 isoform) in human AML cell lines and identified a targetable co-dependency between FLT3-ITD and RET, as the latter suppressed autophagy through mTORC1 activation thereby stabilizing FLT3-ITD. 

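Genes of mTORC1-responsive metabolism were tested in the BM transcriptomes of AML KO against AML WT mice, with a list written for this purpose in place of the Hallmark set. Of its 38 genes 36 are in the table. Their median log2 fold change was −0.24, with 26 lower and 10 higher in AML KO (camera adjusted p = 2.0e-04, fry 0.0354, and 0.2001 with an estimated correlation). In each AML KO mouse the median of the list was below that of each AML WT mouse, between −0.27 and −0.13 against −0.06 and 0.04. Leaving out single mice gave camera adjusted p between 4.1e-05 and 0.00301. Over all genes tested 1 of the 36 passed, with 2 when adjusted over the list alone and 12 at an unadjusted p under 0.05. This gene was P4ha1, with a log2 fold change of −0.80 (standard error 0.14, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which rose above 0.05 in 3 of the 8 fits without 1 mouse, to 0.0860 without AML WT replicate 2. Reactome's cholesterol biosynthesis list of 22 genes had a median of −0.28, with 19 lower (camera adjusted p = 4.3e-04, fry 0.0923) and 0 genes past the threshold, 2 when adjusted over the list alone and 6 unadjusted. Its list of mTOR signaling components, with 25 genes, had a median of −0.04 (camera adjusted p = 0.943), and 0 of them passed, with 5 at an unadjusted p under 0.05.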

In agreement with these observations and the documentation of a RET/GRB2/GAB2/PI3K/AKT/mTORC1 axis in neuronal cells [32], mTORC-related gene sets were downregulated in AML KO versus WT BM (i.e. HALLMARK_MTORC1_SIGNALING; statistical mean −1.89; *q* value 0.01 (gage)). Altogether, the mentioned studies and our present data suggest a second self-sustaining feed-forward loop in which Gab2—downstream of Flt3-ITD—increases Gfra2 expression, thereby promoting Ret activation and Flt3-ITD signaling (Fig. 8).

We propose Stat5 as the mediator by which Gab2 induces Axl and Gfra2. Despite several independent studies implicating Stat proteins as Gab2 effectors [4, 8, 48], the precise underlying molecular mechanism remains unclear. Nevertheless, several lines of evidence in the literature and generated in our study support a Flt3-ITD/Gab2/Stat5 axis. First, Flt3-ITD potently activates Stat5 [49–52]. Second, GAB2 promotes STAT5 activation downstream of FLT3-ITD [4]. Third, GAB2 promotes STAT5 activity in T cells via an ERK-mediated negative feedback [8]. Fourth, we report a reduction of the Stat5 target gene transcripts *Axl* and *Gfra2* in *Gab2* deficient Flt3-ITD expressing BM, a defect that is rescued upon ectopic expression of a GOF STAT5 mutant.

Lastly, we suggest that GAB2 and its effectors, including its druggable target gene products AXL and GFRA2/RET, should be further pursued as potential prognostic markers and therapeutic targets in AML, which could be achieved by various strategies: First, drugs in (pre)clinical development blocking the SHP2, PI3K and STAT5 axes, could be used to indirectly counteract GAB2-mediated amplification of FLT3-ITD signaling. Indeed, FLT3-driven human AML cell lines and mouse models exhibited sensitivity against STAT5 and SHP2 inhibitors, respectively [53, 54]. Furthermore, GAB2 might provide an excellent direct target in FLT3-ITD mutant AML. In contrast to the embryonic lethality displayed by *PI3K* and *Shp2* deficient mice [55, 56], *Gab2* KO mice are viable and fertile without overt phenotypes [23, 57]. Thus, blocking GAB2 might specifically impair leukemia cells with considerably less side effects than targeting its more ubiquitously expressed effectors PI3K and SHP2.

By inducing and interacting with RET and AXL (and potentially additional RTKs), GAB2 could alleviate FLT3-ITD addiction and thereby contribute to FLT3 inhibitor resistance. Blocking GAB2 function or expression would be superior to targeting FLT3 directly, since the docking protein serves downstream of various leukemia-relevant RTKs. In that regard, GAB2 deficiency could mimic, at least in part, the effects of the AML relevant multi-kinase inhibitors sorafenib and midostaurin, while more selective drugs such as quizartinib rather imitate FLT3-ITD deficiency [58]. Moreover, inhibiting GAB2 would also be applicable in case of FLT3 inhibitor resistance, including mechanisms like FLT3 point mutations, amplifications or the upregulation of additional RTKs. However, as GAB2 lacks intrinsic enzymatic activity, new approaches will be required such as blocking the GAB2/GRB2 interaction, either directly [59] or indirectly by stabilizing the inhibitory GAB2/14-3-3 complex [11, 60], a strategy for which general feasibility has been demonstrated [61].

## Supplementary information

Supplementary Methods and Figures

Supplementary Table

How the deposited data were processed for this re-analysis (not part of the article)

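RNA of whole BM from 8 mice was sequenced by the authors, with 1 library per mouse: 3 AML WT, 2 AML HET and 3 AML KO mice, which have 2, 1 and 0 functional Gab2 alleles. The deposited table gives raw counts per gene for these 8 libraries, without normalization. Alignment and counting are part of that table, and the paper's text does not name the tools. The table holds 13305 genes, and 15 of them have a count of 0 in at least 1 mouse. In every mouse, 13016 genes have at least 10 counts. Ensembl identifiers were matched to GENCODE M21 (GRCm38), where 13266 were found and 39 were not, and 12205 genes were matched to an Entrez identifier.

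The libraries hold 28009258 to 39266815 counts, with a median of 32049876, and the 10 genes with the most counts take 5.63% to 6.51% of each library. At this depth, the spread between mice limits most genes, while genes such as Gfra2, with as few as 5 counts in a mouse, are limited by counting error as well.

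Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Libraries were normalized with TMM, and filterByExpr removed none of the genes. The quasi-likelihood test (robust fit) used all 8 mice with the genotype as the only term, and p was adjusted with the Benjamini-Hochberg method over all genes, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the F statistic of that test. CPM of single mice use the TMM library sizes. Tested on simulated counts with 200 changed genes in groups of this size, the test found 152 of them (76%): 91 of 100 that changed 4-fold and 61 of 100 that changed 2-fold, with 6 unchanged genes called.

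Gene lists were tested with limma's camera on voom values, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 23 lists. Of these, 17 were written by hand: HSPC, primary granule, mature neutrophil, monocyte, macrophage, osteoclast, megakaryocyte and platelet, erythroid, B cell, T and NK cell, stroma and endothelium, S phase, G2 and M phase, RTK, STAT5 target, mTORC1-responsive metabolism and integrin. The other 6 are Reactome lists from fgsea 1.28.0: RTK pathways, cell cycle, integrin cell surface interactions, mTOR signaling, cholesterol biosynthesis and platelet activation. They differ from the gene sets of the paper.

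Principal components were computed from centred log2 CPM (prior count 2) of the 10% of genes with the largest median absolute deviation. Single values of groups of 3 mice were compared with exact two-sided permutation tests, and shares of genes with Fisher's exact test. Genes named in the text were taken from those in the paper's text or in Fig. 6A, relatives of Axl, Ret and Gfra2, the 5 largest rises and 5 largest falls among changed genes whose groups did not overlap, the 3 members of each list with the largest change and the 5 genes near Gab2 with the smallest p. Not every gene that meets this rule is reported here. Genes outside this rule, such as Trim5, Trim30d, Gvin1, Gm1966, Mrpl48-ps, Hbb-bs, Itgb3, Itgax and Tcirg1, were chosen after their values were seen.

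The alternatives were DESeq2 1.42.0, limma-voom, upper-quartile normalization, other filters on low counts, the replicate number as a block, leaving out the 10 genes with the most counts, AML WT and AML KO mice alone, each mouse left out in turn, other gene choices for the principal components, fry, an estimated correlation, lists without the genes labelled in Fig. 6A and other sizes of the region around Gab2. Sample quality weights in limma-voom, a correction for GC content and transcript length, thinning to the smallest library and regions of 10 Mb and 20 Mb around Gab2 were added after seeing the data. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Measurements other than RNA-seq, and the KEGG, MSigDB and ConsensusPathDB gene sets, were not analysed here.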

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

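The splits of the mice and the fits without single mice were set before their results were seen. So were the edgeR comparisons between the groups and the lists of marker genes. All other tests in this part were chosen only after the result was seen.

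Between AML HET and AML WT BM, 3 genes had an adjusted p under 0.05, and the paper discusses none of them. Gm26862, with 0 counts in each AML WT mouse, was at least 43.4-fold higher in AML HET. Rps13-ps1 had a log2 fold change of 5.69 and 9130208D14Rik of 3.85. Both AML HET mice lay above all 3 AML WT mice at each of them. Gm26862 lies 4.1 Mb and 9130208D14Rik 8.7 Mb from Gab2 on chromosome 7. To see whether that region stands out, the genome was divided into 256 windows of 50 tested genes, a size chosen with the pattern known. By genes with an unadjusted p under 0.05 between AML HET and AML WT, a window within 10 Mb of Gab2 ranked 1 of 256, with 6 genes where the median window has 1. Windows on chromosomes 13, 17 and 6 had 5 such genes each, so this rank rests on a lead of 1 gene. Between AML KO and AML WT the best window near Gab2 ranked 2, with 18 genes and a median of 9. The rank in AML HET, by so small a lead, cannot decide on a cause. A segment around the knockout allele that came along from the strain in which it was made is a candidate explanation. In AML KO this cannot be told apart from effects of Gab2 itself, since many genes change elsewhere and such a segment would largely follow the genotype. An effect of losing 1 Gab2 allele on these genes stays open as well.

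Rps13-ps1, on chromosome 8, is a processed copy of Rps13, which lies 19.2 Mb from Gab2. Mrpl48-ps, on chromosome 4, a copy of Mrpl48 at 3.5 Mb from Gab2, also rose in AML KO, with a log2 fold change of 2.50. Reads of a parent gene with another strain's sequence may be counted on the copy. Of 78 such copies with a parent in the table, 2 of 4 with a parent within 20 Mb of Gab2 were past the threshold between AML KO and AML WT, and 0 of the 74 others (Fisher's exact test, two-sided p = 0.00200). Both genes that raised the question are in this test, so its p is no independent evidence. The parents were not lower in AML KO, with log2 fold changes of 0.43 for Rps13 and 0.16 for Mrpl48. Counts per gene do not show where a read came from, and so miscounted parent reads and transcription of the copies cannot be told apart.

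In AML KO against AML WT BM, the erythroid list had a median log2 fold change of 3.54 and the megakaryocyte and platelet list of 2.56. The paper labels 7 genes of the second list in Fig. 6A and none of the first, and reports no list of these lineages from its RNA-seq data. From other measurements the paper reports anemia and fewer thrombocytes in AML WT mice (Supplementary Fig. 1E, Fig. 1F) and more megakaryocyte-erythroid progenitors in AML KO BM (Fig. 3A). All 47 members of both lists were higher. Hbb-bs, the most abundant of the erythroid list, went from 119 to 1249 CPM, while Itgb3, the most abundant of the other list, went from 71.3 to 123.3 with an adjusted p of 0.0645. These transcripts are present in AML WT BM too. A lower share of leukemic cells as the whole cause would raise the other cell types alike. The B cell list, with a median of 0.12, stayed far behind, although without AML WT replicate 1 it turned to the lower side (adjusted p = 0.497 from camera). More erythroid and megakaryocytic cells in AML KO BM and a higher expression per cell cannot be told apart, since both would raise all 47 members and whole BM does not separate the cells. Of the 10 splits of the 6 mice, 6 gave as many lists with an adjusted p under 0.05 as the real groups, so the number of lists alone says little.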

How the results depend on the processing

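No test in this part was chosen after its result was seen, apart from the settings named as added. Between AML KO and AML WT BM, 278 genes were past the threshold. The count was 730 with DESeq2 (503 higher, 227 lower), which include all 278, and 2349 without adjustment. Limma-voom gave 277 genes and shared 253. Counts within 1.5 times of the 278 were also 290 with upper-quartile normalization (275 shared), 240 for genes with at least 10 counts in every mouse (238), 273 without the 10 genes with the most counts (272) and 216 with AML WT and AML KO mice only (209). Of the settings added after seeing the data, sample quality weights gave 797 (276 shared), GC content and transcript length correction 318 (256) and thinning 281 (269). Leaving out 1 mouse gave 40 (without AML WT replicate 2) to 370 genes (without AML KO replicate 2). Between AML HET and AML WT, with 3 genes, DESeq2 gave 59, limma-voom 1, sample quality weights 10, the unadjusted test 329 and single mice left out 2 (without AML WT replicate 2) to 5 (without AML KO replicate 2). Between AML KO and AML HET, with 0 genes, these were 77 for DESeq2, 48 for sample quality weights, 780 unadjusted and 0 to 4 without 1 mouse. The cause of these changes was not tested. The setting without a filter on low counts is void, since the filter removes no gene.

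Axl was −1.902 to −1.38 on the log2 scale without 1 mouse, Gfra2 −3.382 to −2.144 and Gab2 −0.99 to −0.683. The adjusted p passed 0.05 in 2 of 8 such fits for Axl (up to 0.0728 without AML KO replicate 3), in 7 for Gfra2 (up to 0.158 without AML KO replicate 3) and in 6 for Gab2 (up to 0.159 without AML KO replicate 3), with fewer mice in each fit. With AML WT and AML KO mice only, Gfra2 was −2.55 (adjusted p = 0.0651) and Gab2 −0.874 (0.0809), with fewer mice to estimate the spread. Over the alternatives other than leaving out 1 mouse the adjusted p of edgeR, limma or DESeq2 lay between 2.9e-07 and 0.110 for Axl, 1.1e-04 and 0.142 for Gfra2, and 6.0e-04 and 0.165 for Gab2. Gfra2 gets no value with at least 10 counts in every mouse, because AML KO replicate 1 has 5, and at that depth its fold change is imprecise. DESeq2 gives no adjusted p for Trim12a.

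The replicate numbers do not pair the mice: the 7 pairs of mice with the same number had correlations of their deviations from the group means between −0.509 and 0.289. With the replicate number as a block, 19 genes passed between AML KO and AML WT, all among the 278, and 0 between AML HET and AML WT, where 329 had an unadjusted p under 0.05 without the block. Under this block Axl was −1.57 (adjusted p = 0.110), Gfra2 −2.631 (0.142) and Gab2 −0.855 (0.165).

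PC1 held 48.81% of the variance with all genes, 45.03% with genes scaled to unit variance and 46.68% to 61.54% without 1 mouse. The PC1 distance between AML WT and AML KO was 44.32 to 57.35 without 1 mouse. This distance was 59.38 with all genes and 27.59 with DESeq2's variance stabilizing transformation, so its size depends on these choices. The correlation for the position of AML HET was 0.484 (without AML HET replicate 2) to 0.778, and the share of changed genes with AML HET between 88.8% (without AML HET replicate 1) to 98.6%.

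Of 12 lists, 1 passed with an estimated correlation and 7 with fry. With an estimated correlation, the adjusted p was 0.1239 for HSPC, 0.1626 for mature neutrophil, 0.4315 for STAT5 target and 0.2001 for mTORC1-responsive metabolism genes, and fry gave 0.1448 for STAT5 targets. Without 1 mouse, 10 (without AML WT replicate 2 or AML KO replicate 1) to 14 lists (without AML KO replicate 2) passed. The camera adjusted p then was 0.0127 to 0.07809 for STAT5 targets (highest without AML WT replicate 2), 0.003899 to 0.551 for RTKs and 0.02438 to 0.9101 for RTK pathways, both lowest without AML KO replicate 2. Lists that changed direction did so at adjusted p of 0.9959 with fry for integrins, 0.9631 with upper-quartile normalization for Reactome mTOR signaling and 0.8968 with at least 10 counts in every mouse for macrophages. Lists that changed direction when 1 mouse was left out had adjusted p of 0.2445 to 0.9116 (macrophage), 0.01552 to 0.4973 (B cell), 0.505 to 0.9994 (S phase), 0.08003 to 0.9994 (G2 and M phase), 0.03385 to 0.9151 (integrin), 0.5249 to 0.9994 (Reactome cell cycle), 0.02438 to 0.9151 (Reactome integrin), 0.6209 to 0.9962 (Reactome mTOR) and 0.05574 to 0.7567 (stroma). The B cell list passed without AML WT replicate 3 (0.01552) and the integrin lists without AML KO replicate 2 (0.03385 and 0.02438).

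Stat5b was 0.001 with upper-quartile normalization, 0.021 with GC and length correction and −0.148 to 0.086 without 1 mouse. Other genes that changed direction without 1 mouse were Mki67 (−0.084 to 0.133), Kit (−0.08 to 0.294), Ly6a (−1.748 to 0.495) and Mertk (−0.765 to 0.116). The region around Gab2, with an odds ratio of 2.79 and p of 0.102, passed with 50 genes on each side (5.474), 200 genes (3.218), the unadjusted threshold (1.971) and, as added settings, 10 Mb (4.562) and 20 Mb (3.098), with Fisher's exact p between 7.4e-05 and 0.0300. The following counts cover 58 named genes other than Axl, Gfra2 and Gab2. Among their 630 values under the other settings, 575 kept direction and side of the threshold, 28 were weaker, 25 stronger and 2 reversed. Without 1 mouse, 384 of 464 kept both, 61 were weaker, 8 stronger and 11 reversed. All reversals were those of Stat5b, Mki67, Kit, Ly6a and Mertk given above. For 14 lists, some of them named above, 97 of 112 values kept both under the other settings, with 13 weaker and 2 reversed. Without 1 mouse, 93 of 112 did, with 8 weaker, 3 stronger and 8 reversed. The causes were not tested.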

Differences from the paper's values

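None of the comparisons in this part was chosen only after its result was seen, apart from the settings named as such, and fold changes are AML KO against AML WT.

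The paper's log2 fold change of Trim12a is about −7.8 in Fig. 6A, read by eye, where the value found here was −2.901 with an adjusted p of 0.265 from edgeR's quasi-likelihood test. None of the alternatives set before the data were examined came within its standard error of the paper's value. The closest were limma-voom, with −6.15 (adjusted p = 0.0331), and the fit without AML KO replicate 2, with −8.59 (adjusted p = 5.2e-05), and both call the gene as the figure does. Limma-voom with sample quality weights, chosen after seeing the values, gave −7.36 (adjusted p = 0.00115), the nearest of all settings. The adjusted p ranged from 0.00115 to 0.415 over the alternatives other than leaving out 1 mouse, and from 5.2e-05 to 0.635 when 1 mouse was left out.

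The paper's log2 fold change of Ctsk is about −2.7 in Fig. 6A, read by eye, and the value found here was −2.25 (standard error 0.34). Among the alternatives set before the data were examined, limma-voom (−2.43), the replicate number as a block (−2.36) and the fit without AML KO replicate 2 (−2.86) came within their standard error of it, and the others did not. Limma-voom with sample quality weights, chosen after seeing the values, gave −2.71.

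The paper states that the transcriptome of AML KO BM moved away from an HSC-enriched state. The HSPC list used here, which is not the paper's gene set, had a median log2 fold change of 0.42, higher in AML KO, and stayed higher in every setting run. Its adjusted p was 0.124 with camera and an estimated correlation. The 12 members shared with the megakaryocyte and erythroid lineages had a median of 0.65 and the 16 others 0.25. Shared genes and more HSPC transcripts cannot be told apart, so the list does not contradict the paper's statement. The mature neutrophil list was higher in AML KO.

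For proliferation the paper states lower gene sets in AML KO BM. Fig. 5D picks them by keyword and at a looser threshold than the 0.05 used here. The paper also draws on CFU assays and on cell cycle staining of LK and LSK cells, which were not analysed here. The lists used here hold cell cycle genes and average over whole BM. The S phase list had a median of −0.07 and the G2 and M phase list of −0.01, with adjusted p of 0.747 and 0.692 from camera, and no setting run called either list. The G2 and M phase list was nearest to the threshold without AML WT replicate 1, at 0.0800 and on the higher side.

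A general decrease in RTK signaling is what the paper states for Fig. 6D. The Reactome RTK pathway list had a median of −0.04 (camera adjusted p = 0.388) and was called lower only without AML KO replicate 2 (0.0244). The list of RTK genes, with −0.08 and 0.0945, was called lower without AML KO replicate 2 (0.00390) and without AML WT replicate 3 (0.0264). Their adjusted p reached 0.910 and 0.551 without 1 mouse.

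STAT5 targets are lower in AML KO according to the paper (Fig. 7A). The list used here, which differs from the paper's gene sets, had a median of 0.37 and was higher in AML KO in every setting run. Its adjusted p was 0.0277 with camera, 0.145 with fry and 0.432 with camera and an estimated correlation. Camera lost the call without AML WT replicate 2 (0.0781) and without AML KO replicate 1 (0.0535). Whole BM does not separate the cells, so a change in the mix of cells stays open. Single genes went both ways, as Ccnd1 fell by 1.64.

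Integrin-related sets are lower in AML KO according to the paper, whose example has a q value above the 0.05 used here. The lists used here are other sets. The integrin list had a median of −0.05 (camera adjusted p = 0.658) and the Reactome list −0.04 (0.591). Both were called lower only without AML KO replicate 2, at 0.0339 and 0.0244.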

Other observations

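Tests on the splits of the mice, GC content and transcript length, and library size were set before their results were seen. So were those on the other osteoclast genes and the unshared HSPC genes. The same holds for the comparisons between the groups, the principal components, the fits without single mice and the lists fixed before the data were examined. It also holds for DESeq2, upper-quartile normalization and leaving out the genes with the most counts. All other tests in this part were chosen only after the result was seen.

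Of the 10 splits of the 3 AML WT and 3 AML KO mice into groups of 3, only the real split, 1 of 10, gave 278 or more genes with an adjusted p under 0.05, and the 9 others gave 0. With 10 splits the share is never under 0.1, so chance in the grouping cannot be told apart from the genotype by this count. For the gene lists, 6 of the 10 splits gave at least the 12 lists of the real groups, so the real split does not stand out there. The odds ratio of changed genes near Gab2 was as large in 1 of 10, with 0 called genes in the others. Several technical sources were weighed for the 278 genes. With GC content and transcript length taken out per mouse 256 of them remained past the threshold, with all libraries thinned to the smallest 269, and without the 10 genes with the most counts 272. These values argue against such biases as the whole cause. Ddx3y, on the Y chromosome, had at least 960 counts in each mouse, which argues against a mix of sexes. Genotype effects, such as the loss of Gab2, stay open as a hypothesis beside differences between mice that the labels do not give.

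Among the 278 genes, 84.5% were higher in AML KO. The excess was smaller among weaker changes, with 1300 higher and 1049 lower at an unadjusted p under 0.05, and with sample quality weights, with 501 higher and 296 lower. The share was 86.2% with upper-quartile normalization, 83.9% without the 10 genes with the most counts and 68.9% with DESeq2. A limit of 70% was first set for calling the share stable and then lowered to 60% once the value with DESeq2 had been seen, so that limit decides nothing. The median log2 fold change of all genes lay between −0.02 and 0.009 over these settings, a range of 0.029. When all genes were moved down by the same amount in AML KO, a shift of 0.03 left 81.3% of 262 called genes higher. This argues against the choice among these scalings as the whole source of the excess. A difference in total RNA per cell, which scaled counts do not show, was not tested and stays open beside effects of the genotype.

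AML KO replicate 2 lay at −10.61 on PC1, next to AML HET replicate 2 at −7.76, with the other AML KO mice at −40.11 and −24.33. On PC2, at 16.33, it lay nearer to AML KO replicate 3 (5.44) than to AML HET replicate 2 (−4.57). AML WT replicates 1 (16.53) and 2 (6.86) were nearer still, so PC2 does not place it with the AML KO mice. Leaving out AML KO replicate 2 raised the number of changed genes to 370. A mislabelled mouse would be a candidate explanation. In Gab2 itself the highest AML KO mouse, this one, had 47.2 CPM and the lowest AML HET mouse 50.8, a gap smaller than the spread within AML KO. For Alg8, chosen after the small gap in Gab2 was seen, the highest AML KO mouse had 26.0 CPM and the lowest AML HET mouse 36.1. This mouse had 19.9 for Alg8, and 116 for Pak1, where the AML HET mice had 92.2 and 89.7. At 19 genes within 100 genes of Gab2 that changed without this mouse, it lay nearer to the other AML KO mice at 8 and nearer to AML HET at 11. On other chromosomes it lay nearer to the other AML KO mice at 811 of 2996 such genes. These genes were selected on the other mice, which pulls the left-out mouse toward AML HET in any case, so a wrong label, a milder disease and an exchange of part of chromosome 7 cannot be told apart.

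Trim5, Trim12a, Trim30d, Gvin1 and Gm1966, singled out after their values were seen, lie 7.2 to 9.5 Mb from Gab2. AML KO replicates 1 and 3 had 0% to 3.28% of the AML WT level, and AML KO replicate 2 had 33.0% to 40.4%. The mean of the AML HET mice was at 40.8% to 65.6%, with a median over the genes of 51.2%. These genes belong to families that interferon induces. A first test used 12 genes of Reactome's interferon alpha and beta set outside chromosome 7, with a median log2 fold change of −0.15, 11 of them lower (camera p = 0.0638, unadjusted; exact permutation test of the medians per mouse, two-sided p = 0.3). As that set was judged to hold mostly signaling members, a list of 42 interferon-induced genes was then written, of which 40 were tested, with a median of −0.61, 34 of them lower (camera p = 0.00521, unadjusted; exact permutation test of the medians per mouse, two-sided p = 0.8). AML WT replicate 3 was highest in that list, at 0.86 against the AML WT mean. None of the 40 was past the threshold, and none was under 5% of AML WT in AML KO replicates 1 and 3. A lower interferon response as the whole cause is argued against by these levels, although a small fall of such genes may be present. A segment from another strain, with AML KO replicate 2 carrying 1 copy of it and the other AML KO mice 2, is a candidate explanation. An AML HET level of 51.2% would go with it, but also with an effect of Gab2 that follows the number of alleles. By label no AML KO mouse has a functional allele, so such an effect alone would not set AML KO replicate 2 apart. That contrast rests on 1 mouse whose label is open. The segment and the effect of Gab2 cannot be told apart, because the genes were chosen for the pattern and the counts hold no sequence.

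Axl and Gfra2 may be lower because the mix of cells in the BM differs. Dilution of the leukemic cells as the whole cause would lower genes carried by them alone as much as Axl, at −1.54. The monocyte list had a median of −0.27, but normal monocytes carry its genes too, so it cannot decide on dilution. That list went from an adjusted p of 7.3e-04 without AML KO replicate 2 to 0.156 without AML KO replicate 3. Fewer macrophages or stromal cells cannot be told apart from a lower expression per cell. The macrophage list had a median of 0.18 (camera adjusted p = 0.747) and the stroma and endothelium list −0.019 (camera adjusted p = 0.591), but their members went both ways, 8 higher and 7 lower, and 6 higher and 9 lower. The macrophage list turned to the lower side without AML KO replicate 2 (0.339), and the stroma list to the higher side without AML KO replicate 1 (0.639).

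The osteoclast list fell in AML KO BM, with a median of −0.80 over 9 genes, 7 of them lower (camera adjusted p = 2.0e-04, fry 0.0116), 2 of which, Ctsk and Acp5, are labelled in Fig. 6A. The other 7 genes had a median of −0.25, with 5 lower (fry p = 0.00706, camera p = 0.0141, both unadjusted; exact permutation test of the medians per mouse, two-sided p = 0.1). Fewer osteoclasts in the AML KO samples may thus add to the fall of Ctsk and Acp5, although Tcirg1, the most abundant gene of the list, was at 312.7 CPM in AML WT and 313.2 in AML KO. Spp1 is also made by other cells, and lower expression of these genes per cell stays open.

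The rise of the HSPC list in AML KO may come in part from genes shared with the megakaryocyte and erythroid lineages. Without those 12 genes the other 16 had a median of 0.25, with 11 higher (fry p = 0.0676, camera p = 0.0397, both unadjusted; exact permutation test of the medians per mouse, two-sided p = 0.1). Since these tests fall on both sides of the threshold, shared genes and more HSPC transcripts cannot be told apart. Reactome's platelet activation list of 154 genes had a median of −0.01 with 18 genes past the threshold, all higher (camera adjusted p = 0.0369, fry 0.0879). Its adjusted p was 0.541 without AML KO replicate 2.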
